# Far-red perception by vegetative organs and not fruits drives fruit growth responses in tomato plants

**DOI:** 10.1093/plphys/kiag358

**Published:** 2026-06-15

**Authors:** Elena Vincenzi, Lisa Oskam, Mohan Lu, Ronald Pierik, Esther de Beer, Frank Millenaar, Leo F M Marcelis, Ep Heuvelink

## Abstract

Responses to far-red light are mediated by phytochromes, specialized photoreceptors present in all organs of a tomato plant (*Solanum lycopersicum* L.). Although fruit-localized phytochromes can influence starch and sugar metabolism, their involvement in modulating fruit growth responses to far-red light is unknown. We explored whether fruit growth responses to far-red light are driven by local far-red perception within the fruits or by a systemic response initiated in the vegetative organs. We applied far-red light exclusively to the fruiting trusses, to the vegetative organs, to both, or to neither. Far-red light was added to a constant red–white LED background spectrum to simulate greenhouse supplementary lighting. We quantified plant and fruit growth responses to far-red and performed a transcriptomic analysis to establish the temporal dynamics of far-red light perception and signaling in leaves and fruits. Supplementing far-red light to the vegetative organs increased ripe fruit weight and sugar concentration, whereas far-red supplementation to the generative organs alone had no measurable effect. This study establishes that far-red perception by vegetative organs drives fruit growth responses in tomato. Local responses to far-red light included a transient increase in auxin concentration and upregulation of the auxin-signaling pathway in leaves, a conserved response to decreasing red/far-red ratios. In fruits, early transcriptomic responses carried signatures of auxin, cytokinin, and gibberellin biosynthesis and signaling, suggesting a role for hormones as mediators of far-red-induced fruit responses. This work reveals how responses to far-red light perception by vegetative organs promote sink strength and starch biosynthesis in early developing fruits, contributing to higher fruit weight and sugar concentration in ripe fruits.

## Introduction

Unfiltered solar light presents almost equal proportions of red (R, 600 to 700 nm) and far-red light (FR, 700 to 800 nm), and their ratio is perceived in plants by a class of photoreceptors called phytochromes (Casal 2000). Phytochromes can exist in two stable but photo-interconvertible forms: a biologically inactive form (Pr) with peak absorption in the red spectrum and a biologically active form (Pfr) with peak absorption in the FR spectrum (Rockwell et al. 2006). Phytochromes in their active state translocate from the cytosol to the cell nucleus, where they interact with a wide light-signaling regulatory network, ultimately influencing plant development, from seed germination to senescence (Weller et al. 2000; Rosado et al. 2016).

In natural settings, the decrease in the R to FR ratio (R:FR) of perceived light provides crucial environmental cues, informing plants of potential competition or shading and triggering adaptive strategies to increase their chances of survival (Casal and Fankhauser 2023). These include mostly stem and petiole elongation responses, as well as reduced branching, and are collectively referenced to as shade-avoidance responses (Ballaré and Pierik 2017; Fernández-Milmanda and Ballaré 2021). Conversely, in controlled-environment agriculture, the light spectrum experienced by plants is traditionally rich in red light while lacking ultraviolet and FR. When FR is added to red-rich LED lighting regimes (FR enrichment), the R:FR perceived by the plants decreases while typically remaining well above that of direct solar light (R:FR ∼ 1.2). Far-red enrichment can elicit morphological and developmental responses, offering the potential to improve yield in multiple crops, including tomato (Demotes-Mainard et al. 2016; Zhang et al. 2024). Despite differing from shade conditions, where R:FR decreases below that of solar light, responses to FR enrichment are widely attributed to phytochrome signaling. However, it remains unclear to what extent plant responses are comparable across these different ranges of R:FR ratios.

Tomato (*Solanum lycopersicum* L.) is one of the most widely consumed and economically valuable crops worldwide and is considered a model species for fleshy fruit-bearing plants. Under FR enrichment, several studies have reported increases in tomato fruit yield, primarily attributed to a shift in dry matter partitioning toward the fruits (Ji et al. 2019) and in some cases also to enhanced plant dry weight production (Kim et al. 2019; Vincenzi et al. 2024, 2025). The latter process is largely driven by increased light use efficiency, combining physiological and morphological components, such as a higher leaf CO_2_ assimilation rate due to the enhancement of photosynthesis under FR enrichment and higher light interception due to changes in plant architecture (Emerson and Rabinowitch 1960; Kalaitzoglou et al. 2019; Zhen et al. 2022). The shift in dry matter partitioning has been linked to an increase in fruit sink strength, defined as the competitive ability of an organ to attract assimilates from the plant assimilate pool (Marcelis 1996; Ji et al. 2020). These responses collectively result in greater individual fruit weight and increased sugar concentration in ripe fruits under FR-enriched conditions (Fanwoua et al. 2019; Ji et al. 2020).

Plant responses to FR enrichment may be initiated by local FR perception or by the systemic transmission of a molecular signal from the light-perceiving organ to the responding organ (Küpers et al. 2018). Petiole elongation exemplifies a local FR response, where both the perception of the light signal and the regulatory response occur in the same location (Pantazopoulou et al. 2017). In contrast, petiole hyponasty, hypocotyl elongation, accelerated flowering transition, and reduced lateral root growth require signal communication across different tissues or organs, reaching even opposite sides of a plant (Tanaka et al. 2002; Endo et al. 2005; Procko et al. 2014; van Gelderen et al. 2018; Küpers et al. 2023; van der Meer et al. 2023; Gautrat et al. 2024).

The tomato genome harbors five *PHYTOCHROME* (*SlPHY*) genes, *SlPHYA*, *SlPHYB1*, *SlPHYB2*, *SlPHYE*, and *SlPHYF*, which are expressed at varying levels across all plant organs (Pratt et al. 1997). Functional studies at the whole-plant level, involving the silencing of one or more phytochromes, have revealed their complex role in controlling fruit carotenoid and chlorophyll accumulation and the length of the ripening period (Gupta et al. 2014; Bianchetti et al. 2017). To further explore organ-specific roles, fruit-specific phytochrome mutants and detached fruit systems have been used to distinguish local from systemic phytochrome contributions. These studies have demonstrated a role for fruit-localized phytochromes in sugar metabolism and plastid biogenesis during early fruit development and carotenoid and lycopene biosynthesis during ripening (Alba et al. 2000; Ernesto Bianchetti et al. 2018; Alves et al. 2020). Despite the increasing body of knowledge, it remains unknown whether FR enrichment promotes fruit yield and alters dry matter partitioning in tomato plants through a fruit-localized or systemic response (Heuvelink et al. 2025).

In this study, we aimed to investigate whether tomato fruit growth responses to FR enrichment are mediated by fruit-localized FR perception or if they result from interorgan communication of a FR signal perceived in a different organ of the plant. We hypothesized that FR perception by vegetative organs would be required to promote plant dry weight production, while FR perception by generative organs (flowering and fruiting trusses) would increase the dry matter partitioning to the fruits by enhancing fruit sink strength, ultimately leading to higher fruit sugar content. To determine the location of FR perception responsible for mediating fruit growth responses, we selectively exposed generative and vegetative organs of fruiting tomato plants to supplemental FR and studied the associated physiological and transcriptomic responses. Our data showed that FR perception by vegetative organs was necessary to mediate plant and fruit growth responses, while localized FR application on tomato trusses, from anthesis to ripe fruits, showed no significant effect. Far-red perception by vegetative organs increased sucrose import and starch accumulation in early developing fruits and was associated with upregulation of sink and starch biosynthetic genes. Consequently, FR enrichment promoted individual fruit weight and sugar content in ripe fruits. A time–course transcriptomic experiment further elucidated the dynamics of interorgan FR signaling from the vegetative to the generative organs, providing evidence for hormonal regulation as part of the early fruit response.

## Results

### Far-red light perception by vegetative organs drives fruit growth responses

We investigated the role of vegetative and generative organs of tomato plants in mediating fruit growth responses to supplementary FR light. To do so, we developed an experimental setup that allowed us to separate the vegetative and generative organs of the same tomato plant by a light-impermeable curtain and to expose them to different light conditions. We tested four light treatments, with FR being added to a red and white (RW) background light on only the vegetative organs (Leaf FR), only the generative organs (Fruit FR), both (Full FR), or neither of them (No FR) (Fig. 1a, Figure S1). Compared to the No FR treatment, FR supplementation reduced the R:FR ratio perceived by plants while remaining well above solar R:FR (Table 1). All plants received only RW light until the anthesis of the first flower of the second truss, when the FR treatment began. Fruits from the first and second truss were individually harvested at the light-red ripe stage (USDA, 1991) and analyzed together since they showed similar trends. Application of FR to the vegetative organs led to an increase in individual fruit fresh and dry weight compared to No FR, regardless of whether the fruits themselves were exposed to FR (Fig. 1b, Figure S2a). Against our hypothesis, exposing only the fruiting trusses to supplementary FR did not significantly affect fruit weight compared to the No FR treatment. The increase in fruit weight observed under both Leaf FR and Full FR treatments was the main reason for the increase in plant dry weight, while the dry weight of vegetative organs (leaves, stem, and apex) remained unchanged (Fig. 1c). Consequently, the proportion of dry weight partitioned to the fruits increased, at the expense of the leaves (Fig. 1d). The increase in plant dry weight in Leaf FR and Full FR treatments is in line with the higher leaf CO_2_ assimilation rate recorded under FR enrichment (Figure S3).

**Figure 1:**
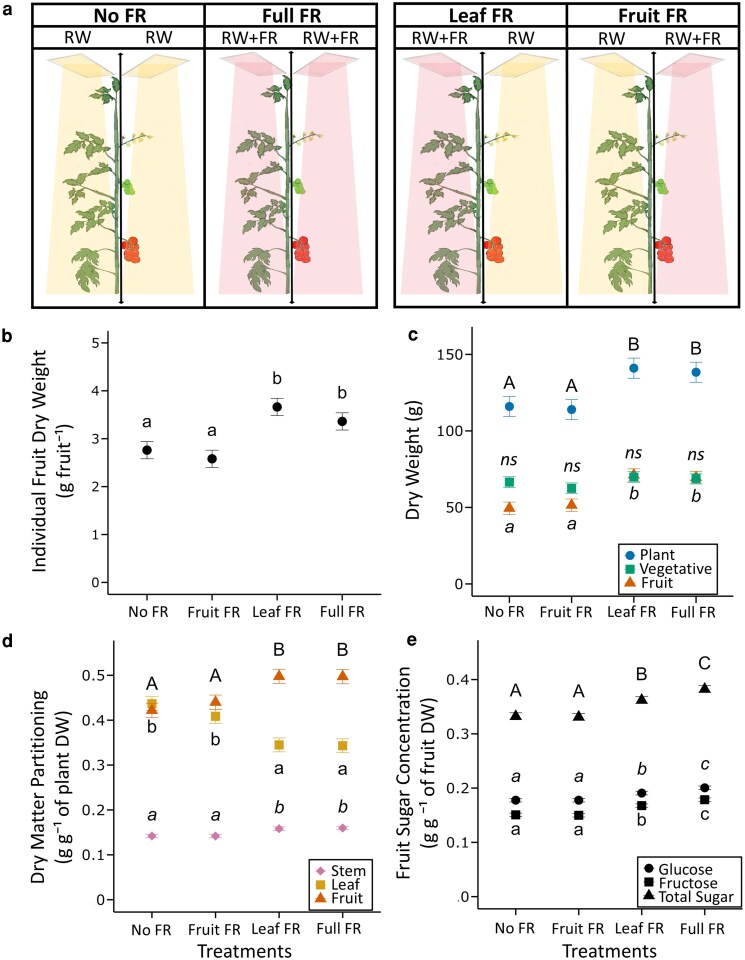
Experimental setup and effects of far-red light (FR) treatments on dry weight production and partitioning between the plant organs and fruit sugar concentration. (a) Experimental setup, FR was applied together with red and white (RW) light on the vegetative organs of the plants (Leaf FR), on the generative organs of the plants (Fruit FR), on both of them (Full FR), or on neither of them (No FR). (b) Individual ripe fruit dry weight. (c) Dry weight of aerial organs (fruit—▴, vegetative—■, plant—●). (d) Dry matter partitioning to the aerial organs (fruit—▴, leaf—■, stem—◆). (e) Ripe fruit sugar concentration (total—▴, fructose—■, glucose—●). Values of fruit dry weight and fruit sugar concentration are averages of two trusses per plant. Different letters indicate significant differences according to Fisher's protected LSD test (*P* = 0.05). Labels “*ns*” indicate no significant differences among the treatments. Values represent averages of three to four experimental units ± SEM (n = 3 for Fruit FR and Leaf FR, n = 4 for No FR and Full FR), with each experimental unit consisting of four plants.

**Table 1:** Photosynthetic photon flux density (PPFD; 401 to 700 nm), photon flux density (PFD) of far-red (PFD-FR; 701 to 800 nm), FR fraction, R:FR ratio, and phytochrome photostationary state (PSS; Sager et al. 1988) of the light treatments used in this research. Light treatments involved specific settings for the vegetative (Leaves = leaves, stem, and apex) and generative organs (Fruits = flowering and fruiting trusses) of each plant. Values represent average ± SEM (Expt. 1: n = 3 units for Fruit FR and Leaf FR, n = 4 units for No FR and Full FR; Expt. 2: n = 6 units; each unit consisted of four plants). SEMs < 0.001 were omitted from the table.

Expt.	Light treatments		PPFD	PFD-FR	FR fraction	R:FR	PSS
			(μmol m^−2^ s^−1^)	(μmol m^−2^ s^−1^)	FR:(R + FR)		
**1**	No FR	Leaves Fruits	222 ± 5 222 ± 5	1.7 ± 0.2 1.7 ± 0.2	0.01 0.01	116 ± 14 116 ± 14	0.88 0.88
	Fruit FR	Leaves Fruits	202^a^ ± 12 222 ± 8	1.4 ± 0.1 82 ± 1	0.01 0.31 ± 0.001	121 ± 12 2.3 ± 0.01	0.88 0.79
	Leaf FR	Leaves Fruits	222 ± 8 202^a^ ± 12	82 ± 1 1.4 ± 0.1	0.31 ± 0.001 0.01	2.3 ± 0.01 121 ± 12	0.79 0.88
	Full FR	Leaves Fruits	215 ± 8 215 ± 8	76 ± 276 ± 2	0.30 ± 0.001 0.30 ± 0.001	2.5 ± 0.02 2.5 ± 0.02	0.79 0.79
**2**	No FR	Leaves Fruits	260 ± 2 260 ± 2	0.7 ± 0.1 0.7 ± 0.1	0.004 0.004	383 ± 30 383 ± 30	0.88 0.88
						383	
	Leaf FR	Leaves Fruits	257 ± 2 260 ± 2	77 ± 1 0.7 ± 0.1	0.28 ± 0.001 0.004	2.6 ± 0.01 383 ± 30	0.80 0.88

^a^PPFD was lower than average in one unit due to ceiling lighting constraints. Differences in PPFD due to the experimental setup were addressed by including PPFD as a covariate in the statistical analysis.

Fruit sugar concentration at harvest was significantly higher when FR was applied to the vegetative organs (Fig. 1e), while fruit dry matter content was not affected (Figure S2b). In the No FR treatment, fruit sugar content consisted of approximately 45% fructose, 54% glucose, and only 1% sucrose, with starch levels below the detection threshold. Far-red application to vegetative organs increased both fructose and glucose concentrations on a dry weight basis, though not equally, resulting in a higher glucose-to-fructose ratio in ripe fruits under the Leaf FR and Full FR treatments as compared to No FR (Figure S2c). In contrast, FR application to generative organs had no significant effect on fruit sugar concentration or composition. Notably, the Full FR treatment had the highest total sugar concentration, significantly exceeding that observed under Leaf FR alone (Fig. 1e). Neither flowering rate nor the duration of fruit growth (from anthesis to harvest) was significantly affected by any FR treatment (Fig. 2a and b). On the other hand, FR application to the vegetative organs significantly increased internode length (Fig. 2c) and the proportion of plant dry weight partitioned to the stem (Fig. 1d) while having no impact on leaf area per leaf (Fig. 2d).

**Figure 2:**
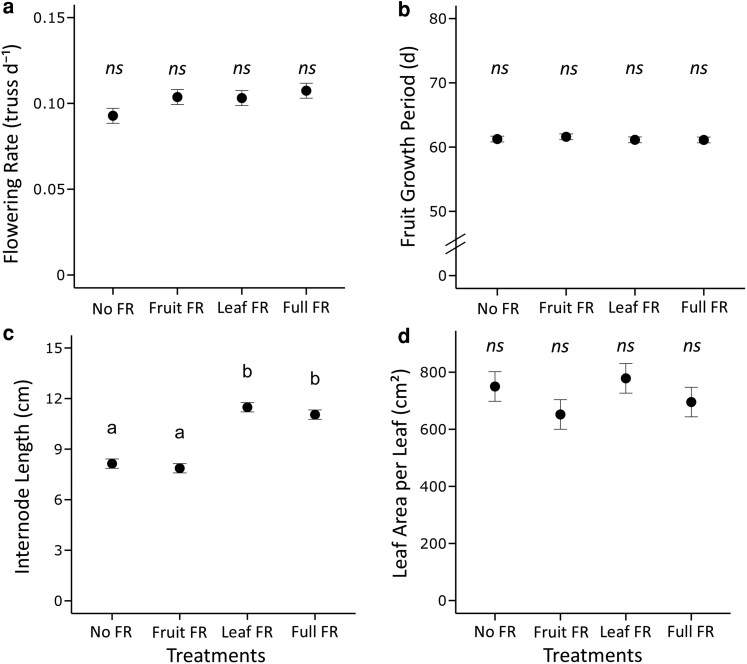
Effects of far-red light (FR) treatments on plant architecture and development. (a) Flowering rate. (b) Fruit growth period. (c) Internode length, representing the average internode length measured between node 15 and node 25, at the end of the experiment (fully developed internodes). (d) Leaf area per leaf. Different letters indicate significant differences according to Fisher's protected LSD test (*P* = 0.05). Labels “*ns*” indicate no significant differences among the treatments. Values represent averages of three to four experimental units ± SEM (n = 3 for Fruit FR and Leaf FR, n = 4 for No FR and Full FR), with each experimental unit consisting of four plants.

Taken together, our results show that FR supplementation increases individual ripe fruit weight and sugar concentration, but only when the vegetative organs are exposed to FR. This effect is associated with an increase in both plant dry weight and dry matter partitioning to the fruits. While the former process reflects an increase in assimilate production (source strength), the latter suggests an increase in fruit sink strength, especially considering that fruit number was kept consistent across all treatments. Therefore, these results indicate that fruit growth response to FR enrichment is a systemic process that integrates the perception of FR in the vegetative organs and the communication of this perception to the fruits, where it promotes fruit sink strength.

### Leaf perception of far-red light leads to delayed gene expression regulation in fruits

To investigate interorgan communication of FR perception between vegetative and generative organs of a tomato plant and its role in controlling fruit growth responses, we studied the associated transcriptomic response. We analyzed changes in gene expression in leaves and fruits under two of the four light treatments: Leaf FR and No FR. 

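The count table deposited by the authors held 95 libraries, 47 from leaves and 48 from fruits, sampled at 0, 6, 12, 24, 48 and 96 h after the start of the FR treatment. Each organ, light treatment and time point had 4 replicates, except the leaves under Leaf FR at 12 h, which had 3; the study reports that 1 sample was excluded for its RNA quality. From the start of the treatment, the R:FR ratio at the leaves was 2.6 under Leaf FR and 383 under No FR, and at 0 h both groups had received the same light. The authors aligned the filtered reads to the tomato reference ITAG4.0 with Bowtie2 and estimated the reads of each gene with RSEM, which divides a read that matches several genes among them. These expected counts were deposited as whole numbers without normalization. Leaf libraries summed to between 14999701 and 17845503 counts under Leaf FR (median 16392873) and between 14769415 and 17226605 under No FR (median 16241360). Fruit libraries summed to between 15631659 and 17651960 counts under Leaf FR (median 16852454) and between 15656773 and 17957406 under No FR (median 16697111). For each organ and time point, the libraries under Leaf FR were compared with those under No FR by edgeR's quasi-likelihood test after TMM normalization, over the 17425 to 18442 genes with at least 10 counts in at least 3 of the compared libraries. Genes with a Benjamini-Hochberg adjusted P-value under 0.05 are called DEGs here. The DESeq2 Wald test, the test named in the supplementary methods, was run on the same counts as an alternative. The common biological coefficient of variation between replicates was between 32.6% and 39.9% in the leaf comparisons and between 12.5% and 15.8% in the fruit comparisons. Expression is given in CPM, the counts scaled to a normalized library size common to all libraries.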

Leaf and fruit samples were collected at six time points: 0 (pretreatment), 6, 12, 24, 48, and 96 hours after the start of the FR treatment (Fig. 3a, Supplementary Dataset S1 to S3). Differentially expressed genes (DEGs) were identified separately for each organ and time point by comparing Leaf FR to No FR, using an adjusted *P*-value threshold of 0.05 (Supplementary Dataset S4). 

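No gene in the leaves had an adjusted P-value under 0.05 at 0 h, before the FR treatment, and 552 of the 17425 genes tested had an unadjusted P-value under 0.05. At 6 h, 66 of 18085 genes were DEGs by edgeR's quasi-likelihood test, 58 upregulated and 8 downregulated. The number was 1 at 12 h, 33 at 24 h (26 upregulated and 7 downregulated), 14 at 48 h (14 upregulated) and 46 at 96 h (45 upregulated and 1 downregulated). The DESeq2 Wald test moved these numbers to 21 at 0 h, 506 at 6 h, 21 at 12 h (as did one edgeR fit over all time points), 258 at 24 h, 247 at 48 h and 434 at 96 h, and each edgeR DEG was among the DESeq2 DEGs of its time point. With each replicate left out in turn, edgeR gave from 5 DEGs (without No FR replicate 1) to 126 (without No FR replicate 4) at 6 h, from 0 to 3 at 12 h, from 10 (without No FR replicate 2) to 82 (without No FR replicate 3) at 24 h, from 4 (without Leaf FR replicate 1) to 16 at 48 h and from 15 (without No FR replicate 4) to 83 (without Leaf FR replicate 2) at 96 h. The deposited data do not pair gene IDs with names, and the names used here come from the paper's tables and figures. Of the 5 genes with the largest rise among those that separated all libraries of the treatments at 6 h, 4 had at most 1 count in every No FR library. The fifth, Solyc06g062460, rose from 4.54 ± 3.89 to 197 ± 72.7 CPM (SD, n = 4 each; Log2FC 5.44, standard error 0.72, adjusted P-value 0.0275, edgeR). The largest falls were those of Solyc03g114940, from 46.9 to 6.81 CPM (Log2FC −2.78, standard error 0.38, adjusted P-value 0.0294, edgeR), and Solyc09g074230, from 149.7 to 58.4 CPM (Log2FC −1.36, standard error 0.16, adjusted P-value 0.0214, edgeR). The only edgeR DEG at 12 h, named after its values were seen, was Solyc05g054750 (Log2FC 4.54, standard error 0.31, adjusted P-value 0.0130). The change of the light response between time points was also tested as an interaction in edgeR. Between 6 and 12 h, 0 of 18832 genes had an adjusted P-value under 0.05 for this interaction, 853 had an unadjusted P-value under 0.05 and DESeq2 called 5, and with each replicate left out the edgeR number remained 0. In counts simulated with the spread of leaves at 6 h, the interaction test called 3% of genes changed 2-fold and 57% of those changed 4-fold. The absence of calls thus does not exclude a change between 6 and 12 h. Between 6 and 0 h, 3 of 18625 genes passed (1081 at an unadjusted P-value under 0.05, 147 by DESeq2): Solyc01g090460, Solyc05g053410 and Solyc10g085830, whose response at 6 h exceeded that at 0 h by 4.66, 2.88 and 1.59 on the log2 scale. They were also named after their values were seen, and the number was between 0 and 24 with each replicate left out, the highest without Leaf FR replicate 2 of 6 h.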

In the leaves, the number of DEGs peaked at the earliest time point (6 h), dropped sharply at 12 h, and then rose again, remaining relatively stable at all successive time points (Fig. 3b). This pattern may reflect an interaction between the response to FR and the diurnal regulation of gene expression, as sampling at 0, 24, 48, and 96 h occurred 4 h after the start of the photoperiod, while the 12-h sampling was conducted just before the end of the photoperiod. 

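Restricted to a Log2FC above 1 or below −1, the leaf comparisons gave 0 DEGs at 0 h, 63 at 6 h, 1 at 12 h, 33 at 24 h, 14 at 48 h and 44 at 96 h in edgeR's quasi-likelihood test. By the DESeq2 Wald test the numbers were 19 at 0 h, 366 at 6 h, 19 at 12 h, 186 at 24 h, 123 at 48 h and 224 at 96 h. The restriction removed 3 of the edgeR DEGs at 6 h, 2 at 96 h and none at 12, 24 and 48 h.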

The temporal trend we observed in leaf DEGs held true regardless of the expression threshold applied, considering only highly DEGs (Log_2_FC > 1 or < −1; Figure S4) or all DEGs (Fig. 3b). In contrast, the fruit transcriptome showed a clear delay in response to leaf perception of FR, with only 15 genes differentially expressed prior to the last time point (Fig. 3c). 

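In fruits, no gene had an adjusted P-value under 0.05 in edgeR's quasi-likelihood test at 0, 6, 12, 24 or 48 h, also with any single replicate left out. Genes with an unadjusted P-value under 0.05 numbered 247 at 0 h, 619 at 6 h, 505 at 12 h, 888 at 24 h and 1391 at 48 h, or between 1.36% and 7.54% of the genes tested. The lowest adjusted P-value at these time points was 0.569. The DESeq2 Wald test called 1 gene at 0 h, 0 at 6 h, 1 at 12 h, 6 at 24 h and 16 at 48 h, 24 calls in all. The gene of 0 h was Solyc09g091600 (DESeq2 Log2FC −0.67, adjusted P-value 0.0273) and that of 12 h the non-symbiotic hemoglobin gene Solyc07g008240 (DESeq2 Log2FC −0.91, adjusted P-value 0.00125), the first named after its values were seen. At 24 h, 5 of its 6 calls were upregulated, and at 48 h 9 of 16.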

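In fruits at 96 h, 8 of 18438 genes had an adjusted P-value under 0.05 in edgeR's quasi-likelihood test, 6 upregulated and 2 downregulated, and 3432 genes (18.6%) had an unadjusted P-value under 0.05. Solyc06g068130 rose to 68.5 ± 14.8 CPM under Leaf FR from 19.6 ± 6.58 CPM under No FR (SD, n = 4 each; Log2FC 1.81, standard error 0.23, adjusted P-value 0.0442, edgeR). The rise of Solyc09g008780 had a Log2FC of 1.00, and the downregulated genes Solyc11g069350 and Solyc07g065930 had Log2FC of −0.76 and −0.60. In all 4 genes, as the rule for naming them required, the 4 libraries of one treatment lay outside the range of the other. The DESeq2 Wald test called 1053 genes, 617 upregulated and 436 downregulated, among them the 8 edgeR DEGs. One edgeR fit over the fruit libraries of all 6 time points, which share one estimate of the spread, called 512. The edgeR number rested on 1 library. Without Leaf FR replicate 2, 946 genes were DEGs, the 8 included, while leaving out any other library gave between 1 and 29. This library was singled out after the values were seen, as the one without which most genes were called. P-values and counts from fits without it, given below, therefore favour significance.

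**Figure D1:**
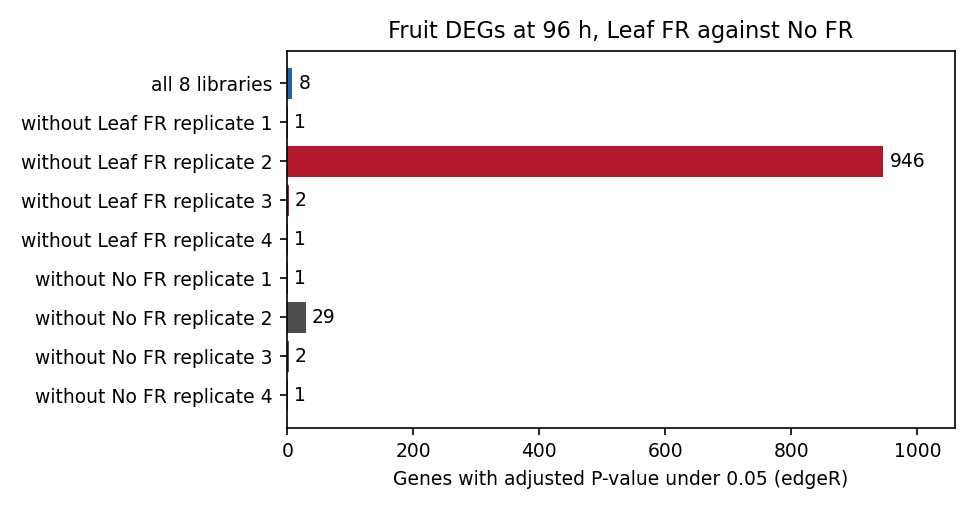
Number of genes with an adjusted P-value under 0.05 in fruits at 96 h, from edgeR's quasi-likelihood test on all 8 libraries (blue) and with 1 library left out, of the Leaf FR group (red) or the No FR group (grey). All 8 libraries gave 8 genes, and the fit without Leaf FR replicate 2 gave 946.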

At 96 h, the number of DEGs increased to more than 800 (535 upregulated and 353 downregulated). Interestingly, most fruit DEGs, in particular the upregulated ones, had a Log_2_FC included between −1 and 1, and only from 96 h. This suggests that transcriptional changes in the fruits were only just beginning at 96 h after the start of Leaf FR treatment, indicating a delayed regulatory response. 

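Of the 8 edgeR DEGs in fruits at 96 h, 7 (87.5%, 95% Wilson interval 52.9% to 97.8%) had a Log2FC between −1 and 1, 5 of the 6 upregulated and 2 of the 2 downregulated. The interval treats genes as independent counts. Among the calls of the DESeq2 Wald test, 856 (81.3%) lay in this range, 583 of those upregulated (94.5%) and 273 of those downregulated (62.6%). Without Leaf FR replicate 2, the share among the edgeR DEGs was 58.2%, with 92.8% of the upregulated and 36.8% of the downregulated genes.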

Altogether, direct exposure to FR resulted in strong and persistent gene expression regulation in leaves, with the highest number of DEGs recorded at the first time point. In contrast, fruits, which were not exposed to FR, exhibited transcriptomic changes only after a delay of more than 48 h, suggesting a relatively slow interorgan communication in which FR perception in leaves triggers downstream events that eventually modulate gene expression in fruits.

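The 66 leaf DEGs of 6 h were followed at the other time points, whose libraries are separate. The share of these genes with the same direction of change was 71.2% of 59 genes tested at 12 h, 90.3% of 62 at 24 h, 86.9% of 61 at 48 h and 63 of 63 at 96 h. None of 1000 random gene lists of the same size, matched on mean expression, reached these shares (medians between 45.8% and 52.5%). At 0 h, before the treatment, the share was 65.5% of 55 genes, which 8 of the 1000 lists reached, and 53.1% with the DESeq2 DEGs of 6 h. In fruits at 0 h, the share of the DESeq2 DEGs was 42.0%, below the median of its lists (49.7%), and all 1000 lists reached it. The lists were drawn gene by gene and do not vary together as co-regulated genes can. Their range may thus be too narrow, and the counts of lists may overstate the evidence. The edgeR calls shared with 6 h numbered 1 at 12 h, 13 at 24 h, 9 at 48 h and 18 at 96 h, each in the same direction. A leaf response score was computed for each library as the mean log2 CPM of the upregulated minus that of the downregulated DEGs of 6 h. At 24 h it was 1.50 ± 0.19 under Leaf FR and −1.15 ± 0.69 under No FR, at 48 h 0.97 ± 0.50 under Leaf FR and −1.16 ± 0.24 under No FR and at 96 h 1.56 ± 0.82 under Leaf FR and −1.56 ± 0.10 under No FR (SD, n = 4 each). At each of these 3 time points the 4 libraries under Leaf FR lay above the 4 under No FR (exact two-sided permutation test, P = 0.0286, the smallest that 4 against 4 libraries allow, 0.105 after Benjamini-Hochberg adjustment over 11 comparisons). At 12 h the score was 0.11 ± 0.47 under Leaf FR and −1.19 ± 0.98 under No FR (SD, n = 3 and 4, exact permutation P = 0.114), and at 0 h no difference was detected (exact permutation P = 0.743). The groups of 12 h overlapped only through No FR replicate 2 (−0.04). Its other No FR libraries scored −0.89 or lower and the Leaf FR libraries −0.33 or higher. The score without this library was not tested.

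**Figure D2:**
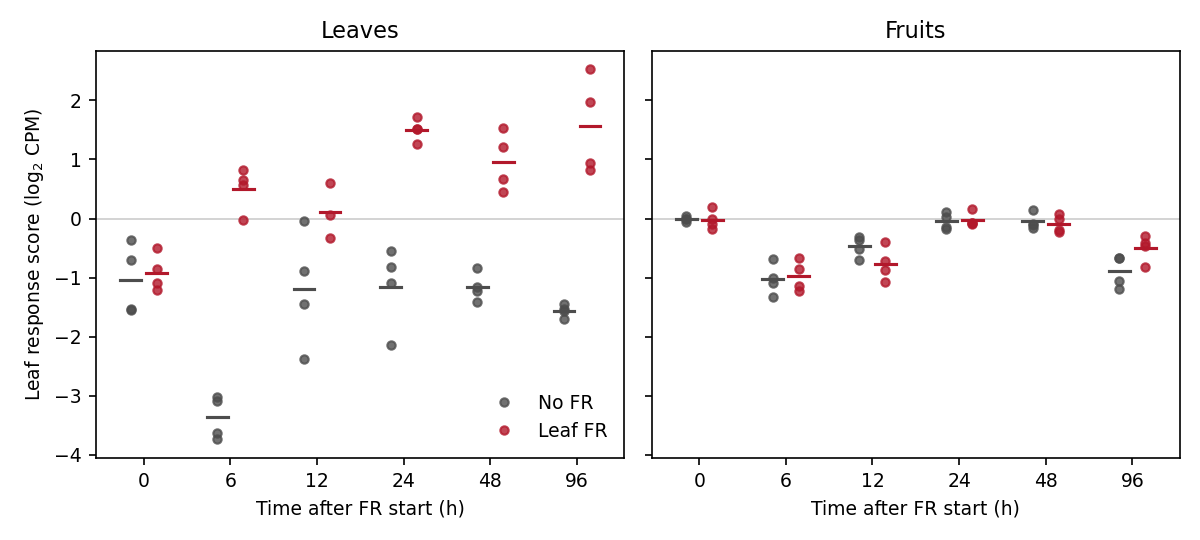
Leaf response score of each library (points) and group mean (lines) in leaves and fruits at 0 to 96 h after the start of FR, under Leaf FR (red) and No FR (grey); the score is a difference of mean log2 CPM, and the libraries of 6 h in leaves were used to choose its genes. In leaves, the Leaf FR libraries lie above the No FR libraries at 24, 48 and 96 h.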

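The light responses of fruits at different time points, and of both organs, were compared by the interaction of light treatment with time or organ in edgeR. Between 96 and 48 h in fruits, 1 of 18776 genes had an adjusted P-value under 0.05 and 2060 an unadjusted P-value under 0.05, and DESeq2 called 161. The gene was Solyc09g091030, one of the 8 fruit DEGs of 96 h (difference of Log2FC 0.84, standard error 0.12, adjusted P-value 0.0349). With 1 library left out the number was between 0 and 230, the highest without Leaf FR replicate 2 of 96 h. Between 96 and 0 h in fruits, 0 of 18768 genes passed, 1662 had an unadjusted P-value under 0.05 and DESeq2 called 45, and without that library edgeR called 58. Between fruits and leaves at 96 h, 101 genes had an adjusted P-value under 0.05 (575 by DESeq2), with a Log2FC higher in fruits for 30 and lower for 71. The number was between 31 and 295 with 1 library left out, the highest without Leaf FR replicate 2 of the leaves. By the paper's methods, 4 plants per treatment were sampled at each time point, so leaf and fruit libraries can come from the same plants. The labels do not link them, and the fit took all libraries as independent. In fruits at 96 h, 58.8% of the 51 leaf DEGs of 6 h that could be tested changed in the direction they had in leaves, against a median of 45.1% for matched random lists, 33 of 1000 of which reached this share. With the DESeq2 DEGs the share was 50.0% of 492 genes, and with the DEGs of one edgeR fit over all time points it was 47.2%. At 6, 12, 24 and 48 h it was 58.5%, 32.7%, 60.0% and 54.7%, shares that between 55 and 996 of the 1000 lists reached. In the leaf response score of fruits, no difference between the treatments was detected at any time point (exact two-sided permutation tests, n = 4 each, lowest P = 0.0857 at 96 h). From the appearance of fruit DEGs after 48 h only, the paper proposes a slow communication from leaves to fruits.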

**Figure 3:**
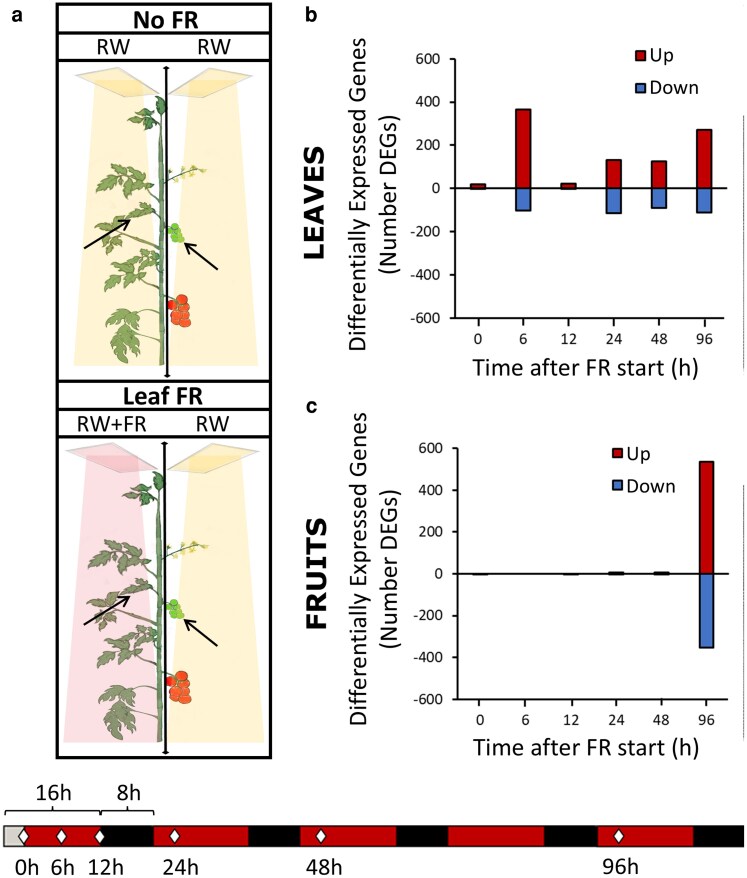
Leaf and fruit transcriptomic responses to far-red (FR) light applied to vegetative organs (Leaf FR). (a) Plants under Leaf FR or No FR were grown under the same red and white (RW) light until the start of the FR treatment, 63 days after sowing. FR started 4 h after the beginning of the RW photoperiod (16/8 day/night) and thereafter followed the same timing. Leaf and fruit samples were collected at six time points from pre-exposure (0) to 96 h after the start of FR treatment. (b) Differentially expressed genes (DEGs) identified in leaves. (c) Differentially expressed genes (DEGs) identified in fruits. DEGs were identified for each organ and time point by comparing Leaf FR vs. NoFR, using an adjusted *P*-value threshold of 0.05.

### Far-red perception transiently increases free auxin levels and activates auxin-responsive pathways in leaves

To investigate leaf molecular responses potentially involved in interorgan communication of FR perception, we conducted a Gene Ontology (GO) term enrichment analysis on genes that were significantly up- or downregulated by Leaf FR at each time point (Fig. 4a, b, Supplementary Dataset S5). Among the upregulated genes, several were annotated with hormone-related GO terms, consistent with the established role of hormones in mediating light signaling in plants (Fernández-Milmanda and Ballaré 2021). In particular, GO terms related to auxin response and auxin-activated signaling pathway were enriched at three to four time points, with the strongest enrichment occurring at the earliest time point (Fig. 4a). In addition to auxin-related terms, categories associated with ethylene signaling and cytokinin biosynthetic process were also significantly enriched. Among the other enriched categories, several were related to light (“response to light stimulus,” “response to blue light,” “red or far-red light-signaling pathway,” and “response to absence of light”) and regulation of transcription. Early upregulation of auxin-responsive genes aligns with known shade-avoidance mechanisms in *Arabidopsis* (de Wit et al. 2015; Kohnen et al. 2016; Iglesias et al. 2018), supporting a conserved role for auxin as a key mediator of FR signaling. To confirm auxin involvement in the rapid response to FR perception, we quantified the level of free indole-3-acetic acid (IAA) in the same leaf samples used for transcriptomic analysis. We observed a significant increase in free IAA concentration at 6 h after the start of the Leaf FR treatment (Fig. 4c). However, at 12 h, IAA levels were no longer significantly different from those in the No FR control. A fast and transient rise in IAA levels in response to low R:FR in vegetative organs is consistent with previous shade-avoidance work in *Arabidopsis* (Bou-Torrent et al. 2014; Pucciariello et al. 2018). There were no GO terms significantly enriched (adjusted *P*-value threshold = 0.05) among the downregulated genes under Leaf FR treatment at the early time points, with the first ones being at 24 h after FR start (Fig. 4b). Enriched GO terms among the downregulated genes were related to gene expression and protein synthesis, as well as hormonal regulation and the biosynthesis of secondary metabolites such as flavonoids and sterols.

**Figure 4:**
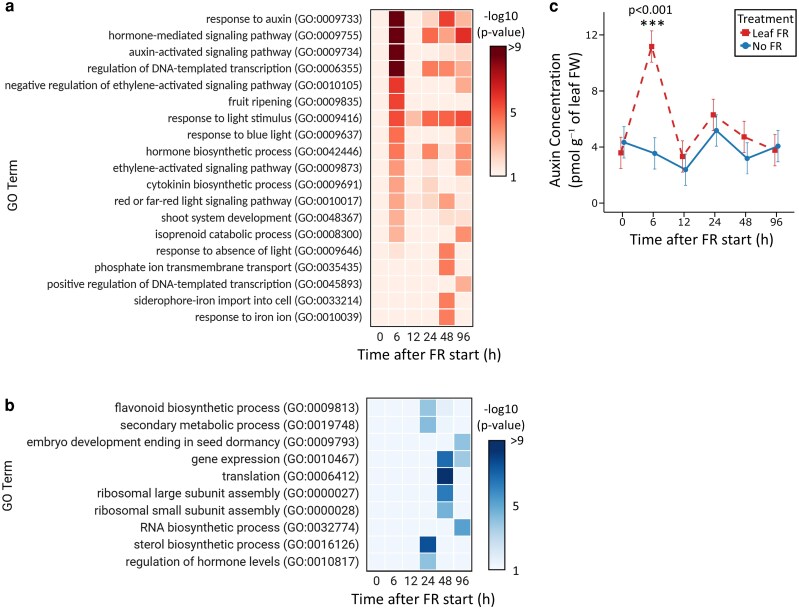
Leaf response to direct illumination by far-red light (Leaf FR treatment), per time point. (a) Gene Ontology (GO) enrichment analysis of genes upregulated by the FR treatment. (b) GO enrichment analysis of genes downregulated by the FR treatment. The displayed GO categories were significantly enriched (adjusted *P*-value threshold of 0.05) among the up- or downregulated genes at least for one time point. (c) Auxin (indole-3-acetic acid) concentration in leaf samples. Auxin concentration values were analyzed with a two-way analysis of variance (ANOVA), and asterisks represent a significant difference according to Fisher's protected LSD test (*P* = 0.05). Values represent the average of four replicates ± SEM (n = 4).

To contextualize these findings, we compared our peak transcriptomic response (6 h) with a study by Kunta et al. (2025) (Fig. 5). While both studies applied FR enrichment to lower the R:FR ratio, the resulting light environments represented distinct physiological windows. Specifically, our treatment maintained R:FR values consistently above that of direct solar light (∼ 1.2), decreasing from a R:FR of 383 to 2.6, upon FR enrichment. In contrast, Kunta et al. (2025) reached a R:FR ratio below solar R:FR, decreasing from 14 to 0.6. A similar number of genes were highly differentially expressed in each study, and about one quarter of these genes were common between the two (Fig. 5a). 

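In the leaves at 6 h, 56 edgeR DEGs had a Log2FC above 1 and 7 had one below −1. By the DESeq2 Wald test, 299 genes had a Log2FC above 1 and 67 one below −1. Over all DEGs of this time point, 87.9% were upregulated by edgeR and 76.7% by DESeq2. The median Log2FC of all genes tested was 0.01.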

Under FR enrichment above solar R:FR, DEGs were predominantly upregulated, whereas under FR enrichment below solar R:FR, DEGs were more evenly distributed between up- and downregulation (Fig. 5b). The expression profile of genes differentially expressed in Kunta et al. (2025) and/or in this study revealed clusters with consistent up- or downregulation, while very few genes exhibited opposite responses between the two studies (Fig. 5c, Supplementary Dataset S6). The shared downregulated response was characterized by GO terms related to secondary metabolism and defense mechanisms (Fig. 5d). Gene Ontology terms related to hormonal and transcriptional regulation were present among the shared upregulated response, with three of them specifically related to auxin biosynthesis, signaling pathway, and polar transport (Fig. 5e). Among the shared light-related DEGs, *PHYTOCHROME-INTERACTING FACTOR SlPIF3* was upregulated, and *SlPIF7b* downregulated, consistent with their expression profile under prolonged darkness (Rosado et al. 2016). Moreover, *ARABIDOPSIS THALIANA HOMEOBOX2* gene homologs SlATHB2 and *ATHB2*, targets of PIF activity in tomato shade-avoidance response, were also significantly promoted by FR enrichment above solar R:FR (Supplementary Dataset S6, Kunta et al., 2025). Overall results show that leaf perception of FR rapidly upregulates auxin-responsive genes through a transient increase in IAA and initiates broader hormonal and transcriptional reprogramming. This likely represents a conserved response to a reduced R:FR, regardless of whether the R:FR ratio drops below or remains above that of solar light.

**Figure 5:**
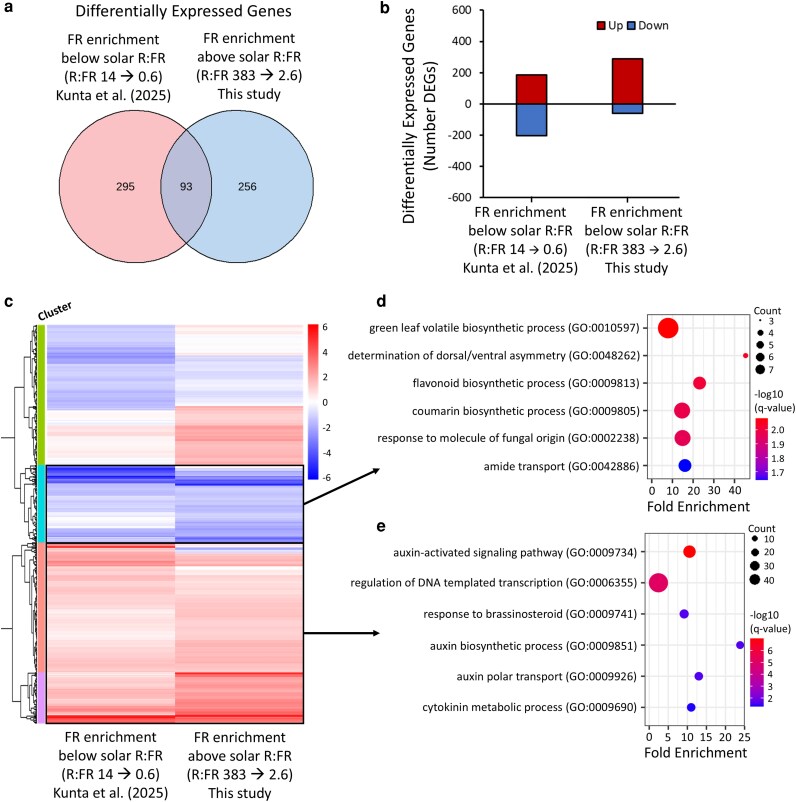
Comparison of leaf transcriptomic responses 6 h after starting far-red (FR) light enrichment (white light + FR vs. white light) below solar R:FR (Kunta et al. 2025) or above solar R:FR (this study). Genes highly differentially expressed (Log_2_FC > 1 or < −1, adjusted *P*-value threshold of 0.05) in Kunta et al. (2025) and/or this study, but present in both, were selected to illustrate expression patterns. (a) Venn diagram, (b) bar plot, and (c) heatmap representation of these selected genes. In total, 61 genes were expressed in only one of the studies; these genes were not plotted in the heatmap but were included in Supplementary Dataset S6. (d) Gene Ontology (GO) categories significantly enriched (adjusted *P*-value threshold of 0.05) among gene cluster showing similar downregulation between the two studies. (e) GO categories significantly enriched among gene clusters showing similar upregulation between the two studies.

### Early fruit transcriptomic responses to Leaf FR perception involve hormone-biosynthetic genes

As leaf responses to FR perception included a transient increase in free IAA concentration followed by prolonged upregulation of auxin-responsive genes, we further investigated all genes connected with auxin in the fruit transcriptome. Auxin is known to mediate systemic responses to FR in shade-avoidance contexts (Procko et al. 2014; Küpers et al. 2023; Gautrat et al. 2025), and it is one of the main hormones controlling early development of young tomato fruits, together with cytokinins and gibberellins (Quinet et al. 2019). 

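At 24 h in fruits, ToFZY (Solyc06g065630) was at 4.32 ± 1.37 CPM (SD, n = 4) under Leaf FR and 1.55 ± 0.588 CPM (SD, n = 4) under No FR (Log2FC 1.48, standard error 0.31, adjusted P-value 0.972 by edgeR's quasi-likelihood test over all genes, 0.00173 adjusted over the list of Table S1 alone). The study chose that list on these samples, so the second value is not independent evidence. All 4 Leaf FR libraries lay above all 4 No FR libraries, and the Log2FC stayed between 1.27 and 1.67 with each replicate left out. Its adjusted P-value was between 0.0439 and 1.000 under the alternatives, the lowest from the DESeq2 Wald test. Also at 24 h, SlDIR1 (Solyc01g109390) had a Log2FC of 0.39 ± 0.09 (standard error), TMF (Solyc09g090180) 0.63 ± 0.10 and a glutamine synthetase gene (Solyc04g014510) 0.80 ± 0.12, with no overlap between the treatments in any of the 3 genes. Their adjusted P-values over all genes were 0.972, 0.700 and 0.569 by edgeR. The library of 24 h with the most counts on ToFZY held 100.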

Interestingly, one of the only five genes upregulated before the 48-h time point was a YUCCA-like flavin monooxygenase (*TOMATO FLOOZY 1 ToFZY1*) (Fig. 6a). Homologous to *Arabidopsis YUCCA 4 (YUC4)*, *ToFZY1* plays a key role in the tryptophan-dependent auxin biosynthetic pathway and is predominantly expressed during early fruit development in the columella tissue (Expósito-Rodríguez et al. 2007; Fernandez-Pozo et al. 2017). Auxin has been implicated in regulating the dynamics of other hormones (Mariotti et al. 2011; Liu et al. 2018), and, in our dataset, this is reflected in the subsequent upregulation of cytokinin and gibberellin biosynthetic genes at the 48-h time point, specifically *SlCYP735A1* and *GIBBERELLIN-20-OXIDASE 1* (*GA20OX1)* (Fig. 6a). Moreover, an auxin-inducible expansin precursor gene (*EXPA5*), involved in cell wall loosening and cell enlargement (Hua et al. 2024), was also present among the early upregulated genes. Despite this transcriptional evidence, we did not observe any significant change in free IAA concentration in the fruits at any of the sampled time points (Figure S5). Nevertheless, several genes associated with auxin metabolism, homeostasis, signaling, and transport were differentially expressed at the last time point (Fig. 6b), possibly indicating that auxin signaling, rather than auxin biosynthesis, would be the primary regulatory process associated with long-distance FR signaling. Additionally, DEGs involved in cytokinin and gibberellin metabolism were present at the last time point as well (Fig. 6b), showing a long-term metabolic regulation involving multiple hormones. 

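At 48 h in fruits, SlCYP735A1 (Solyc02g094860) was at 109 ± 10.4 CPM (SD, n = 4) under Leaf FR and 70.1 ± 13.0 CPM (SD, n = 4) under No FR (Log2FC 0.64, standard error 0.13, adjusted P-value 0.651 by edgeR over all genes, 0.00144 adjusted over the list alone). GA20OX1 (Solyc03g006880, an ID that Table S1 also gives for GA2OX1) was at 98.97 ± 19.0 CPM (SD, n = 4) under Leaf FR and 58.6 ± 7.18 CPM (SD, n = 4) under No FR (Log2FC 0.76, standard error 0.14, adjusted P-value 0.651 by the same test, 9.84e-04 adjusted over the list alone). In both genes the libraries of the treatments did not overlap. Leaving out each replicate kept the Log2FC between 0.52 and 0.71 for SlCYP735A1 and between 0.65 and 0.85 for GA20OX1. Under the alternatives their adjusted P-values were between 0.00329 and 0.997 and between 4.67e-04 and 0.997, in both cases lowest with the DESeq2 Wald test.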

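EXPA5 (Solyc02g088100) was at 496 ± 50.1 CPM (SD, n = 4) under Leaf FR and 368 ± 21.5 CPM (SD, n = 4) under No FR at 24 h (Log2FC 0.43, standard error 0.09, adjusted P-value 0.972 by edgeR) and at 553 ± 101 CPM (SD, n = 4) under Leaf FR and 370.3 ± 26.5 CPM (SD, n = 4) under No FR at 96 h (Log2FC 0.58, standard error 0.13, adjusted P-value 0.0819). At both time points all libraries under Leaf FR lay above all under No FR. With each replicate left out, the adjusted P-value at 96 h was between 0.0169, without Leaf FR replicate 2, and 0.226.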

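Of the 24 gene and time point entries of Table S1, 24 changed in the listed direction in fruits, 0 had an edgeR adjusted P-value under 0.05 over all genes (24 had an unadjusted P-value under 0.05) and 24 when adjusted over the list alone. Over all genes, the DESeq2 Wald test called 22 and gave SlHDG7 and SlLBD38 at 48 h no adjusted P-value. Without Leaf FR replicate 2, edgeR called 11, and with any other library left out it called 0. Among the auxin genes at 96 h, SlPIN5 (Solyc01g068410) fell to 24.9 ± 11.3 CPM from 56.6 ± 9.35 CPM (SD, n = 4 each; Log2FC −1.18, standard error 0.26, adjusted P-value 0.0800, edgeR), and without Leaf FR replicate 2 its adjusted P-value was 0.00974. SlIAA19 (Solyc03g120380) had a Log2FC of 0.99 ± 0.23 (standard error), with overlapping libraries, SlIAR3 (Solyc03g121270) −0.69 ± 0.17 and SlPIN4 (Solyc05g008060) 0.26 ± 0.07.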

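CKX4 (Solyc04g080820) was at 3.90 ± 1.72 CPM (SD, n = 4) under Leaf FR and 11.2 ± 2.00 CPM (SD, n = 4) under No FR in fruits at 96 h (Log2FC −1.52, standard error 0.27, edgeR). The other cytokinin oxidase gene, CKX (Solyc08g061920), decreased with a Log2FC of −1.30 ± 0.30 (standard error), and GA2OX5 (Solyc07g061730) with −1.02 ± 0.20. The 4 libraries of each treatment did not overlap in any of these 3 genes. Their edgeR adjusted P-values over all genes were 0.0726, 0.0864 and 0.0754, and without Leaf FR replicate 2 they were 0.00974, 0.00974 and 0.0142. With any other library left out, edgeR called none of these genes.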

Taken together, our data suggest that hormonal regulation represents the initial fruit transcriptomic response to Leaf FR perception, possibly mediating the following gene expression regulation.

**Figure 6:**
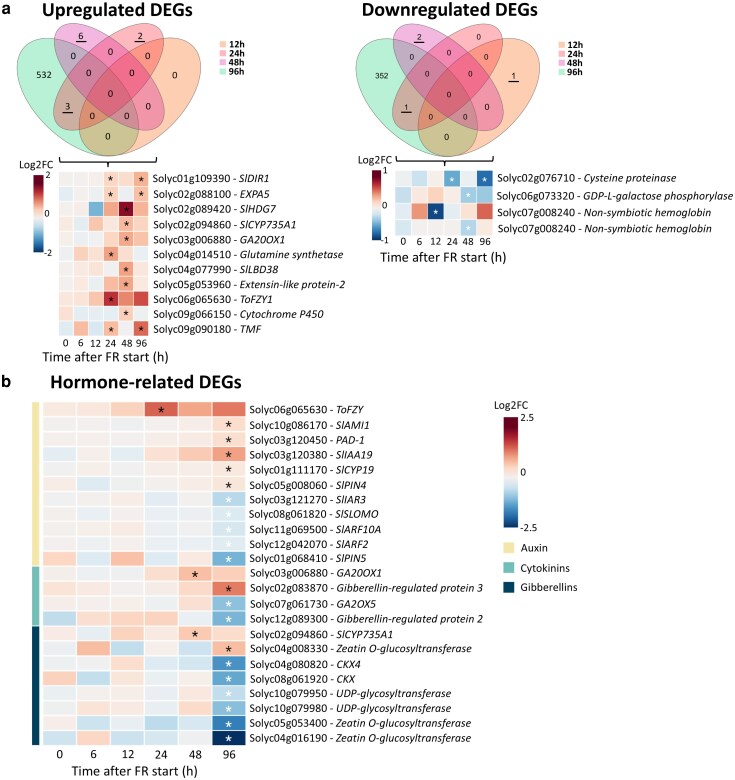
Fruit transcriptomic responses to far-red light (FR) application to vegetative organs (Leaf FR), at early time points and for hormone-related genes. Differentially expressed genes (DEGs) were identified by comparing Leaf FR vs. No FR treatments at different time points, using an adjusted *P*-value threshold of 0.05. (a) Venn diagrams show the number of up- and downregulated DEGs at each time point. Heatmaps represent the expression pattern of early responding DEGs. (b) DEGs associated with auxin, cytokinin, and gibberellin metabolism, transport, or signaling are shown in a heatmap. Significant time points (adjusted *P*-value threshold = 0.05) are indicated by asterisks on all heatmaps, with black asterisks for upregulated genes and white asterisks for downregulated genes. Complete list of abbreviations in Table S1.

### Fruit carbohydrate metabolism and starch accumulation increase in response to leaf perception of FR

Since we observed increased fruit sugar concentration and dry matter partitioning to the fruits (Fig. 1d, e), we investigated whether fruit transcriptomic responses following Leaf FR perception included genes involved in sink activity and carbohydrate metabolism. Gene Ontology term enrichment analysis of upregulated DEGs in the fruit samples at the last time point (96 h after FR start, 14 days after anthesis) revealed enrichment of several categories connected with energy production and carbohydrate metabolism (Fig. 7a, Supplementary Dataset S5). In particular, multiple genes belonging to the photosynthetic machinery and the chlorophyll biosynthetic pathway were upregulated (Fig. 7a, Figure S6), suggesting a coordinated activation of chloroplast development and photosynthetic function in the fruits. Moreover, two *SUCROSE SYNTHASE* genes, *SUS1* and *SUS3*, key determinants of fruit sink activity through sucrose hydrolysis in the cytosol (Stein and Granot 2019), were upregulated in response to Leaf FR perception (Supplementary Dataset S4, Fig. 7b). Similarly, the vacuolar invertase *LYCOPERSICON ESCULENTUM INVERTASE 9 (LIN9)*, which hydrolyzes sucrose within the vacuole and thereby affects vacuolar osmolarity (Osorio et al. 2014), was also upregulated. 

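In fruits at 96 h, SUS1 (Solyc12g009300) was at 4105 ± 431 CPM (SD, n = 4) under Leaf FR and 2499 ± 390.3 CPM (SD, n = 4) under No FR (Log2FC 0.72, standard error 0.13, adjusted P-value 0.0738 by edgeR's quasi-likelihood test over all genes). SUS3 (Solyc07g042550) was at 173 ± 14.6 CPM (SD, n = 4) under Leaf FR and 112 ± 15.5 CPM (SD, n = 4) under No FR (Log2FC 0.63, standard error 0.11, adjusted P-value 0.0694 by the same test). For both genes every Leaf FR library lay above every No FR library. Under the alternatives the adjusted P-values were between 1.70e-05 and 0.217 for SUS1 and between 2.50e-05 and 0.217 for SUS3, and without Leaf FR replicate 2 they were 0.0223 and 0.0226.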

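LIN9 (Solyc08g079080) was expressed at 11.1 ± 1.33 CPM (SD, n = 4) under Leaf FR and 4.52 ± 1.72 CPM (SD, n = 4) under No FR in fruits at 96 h (Log2FC 1.29, standard error 0.25, adjusted P-value 0.0754 by edgeR). The treatments did not overlap, and with each replicate left out the Log2FC stayed between 1.06 and 1.49 while the adjusted P-value ranged from 0.02497, without Leaf FR replicate 2, to 0.217.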

Consistent with the gene expression data, fruit sucrose concentration at the 96-h time point was significantly higher in plants receiving the Leaf FR treatment, compared to No FR (Fig. 7c).

**Figure 7:**
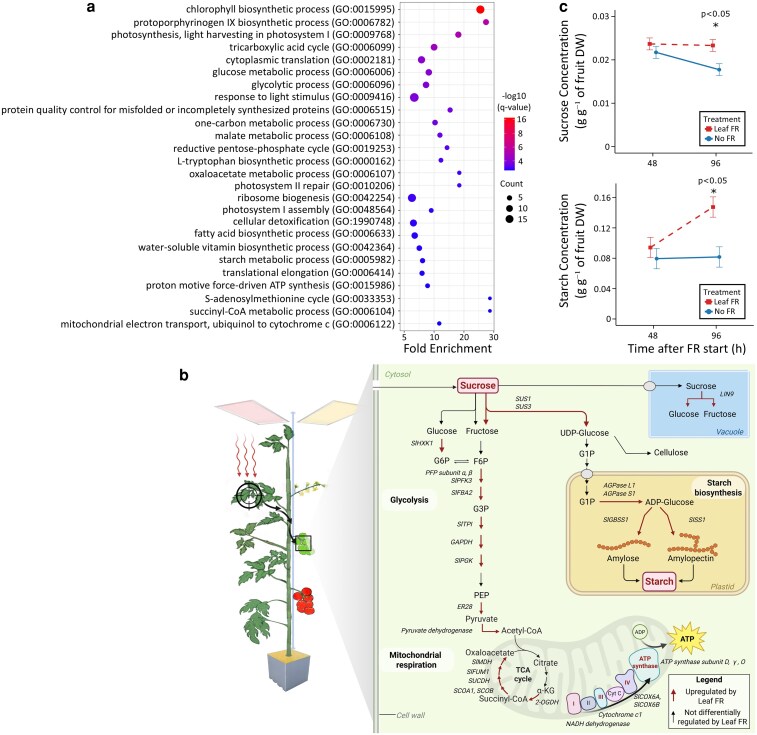
Gene Ontology (GO) enrichment, metabolic pathways, and carbohydrate accumulation in fruits following far-red (FR) light application to vegetative organs (Leaf FR). (a) Gene Ontology (GO) term enrichment analysis of upregulated differentially expressed genes (DEGs) in fruit samples 96 h after the start of Leaf FR treatment. DEGs were identified by comparing Leaf FR vs. No FR treatments, using an adjusted *P*-value (q-value) threshold of 0.05. (b) Simplified representation of starch biosynthesis, glycolysis, and mitochondrial respiration pathways upregulated in fruits at 96 h after Leaf FR treatment. Red arrows indicate reactions whose associated gene or complex subunits are upregulated, and black arrows indicate those that are not differentially regulated. Carbohydrates increased by Leaf FR in fruits at 96 h are also indicated in red. Image realized with BioRender. (c) Sucrose and starch concentrations in fruit samples at 48 and 96 h after the start of Leaf FR treatment. Data were analyzed with a two-way analysis of variance (ANOVA), with asterisks indicating significant differences according to Fisher's protected LSD test (*P* = 0.05). Values represent averages ± SEM (n = 4). α-KG, alpha-ketoglutarate; F6P, fructose-6-phosphate; G1P, glucose-1-phosphate; G6P, glucose-6-phosphate; G3P, glyceraldehyde-3-phosphate; PEP, phosphoenolpyruvate. List of abbreviations of upregulated genes in Table S2.

In young tomato fruits of most cultivated varieties, starch is transiently accumulated in plastids of the inner pericarp and then remobilized later during fruit development (Schaffer and Petreikov 1997). Transient starch accumulation arises largely from elevated starch biosynthetic activity, rather than reduced degradation (Robinson et al. 1988), and the first committed step is catalyzed by ADP–glucose pyrophosphorylase (AGPase), converting glucose-1-phosphate (G1P) into ADP–glucose (ADPG) (Schaffer et al. 2000). 

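AGPase L1 (Solyc01g109790) was at 377 ± 40.9 CPM (SD, n = 4) under Leaf FR and 239 ± 41.8 CPM (SD, n = 4) under No FR in fruits at 96 h (Log2FC 0.66, standard error 0.13, adjusted P-value 0.0754, edgeR) and AGPase S1 (Solyc07g056140) at 793 ± 34.3 CPM (SD, n = 4) under Leaf FR and 591 ± 11.5 CPM (SD, n = 4) under No FR (Log2FC 0.42, standard error 0.07, adjusted P-value 0.0677, edgeR). SlSS1 (Solyc03g083090) had a Log2FC of 0.39 ± 0.09 (standard error) and SlGBSS1 (Solyc08g083320) of 0.33 ± 0.08, with edgeR adjusted P-values of 0.0890 and 0.0920. Each of the 4 genes was higher in every Leaf FR library than in every No FR library. Without Leaf FR replicate 2, the adjusted P-values were 0.0209 for AGPase L1, 0.0212 for AGPase S1, 0.0640 for SlSS1 and 0.0625 for SlGBSS1, and the DESeq2 Wald test gave values under 0.05 for all 4. With any other library left out, edgeR called none of these 4 genes.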

ADP–glucose pyrophosphorylase is a tetrameric enzyme whose long and short subunits (*AGPase L1* and *S1*) were upregulated in response to Leaf FR, along with *SOLUBLE STARCH SYNTHASE* and *GRANULE-BOUND STARCH SYNTHASE* genes (*SlSS1* and *SlGBSS1*, respectively) (Supplementary Dataset S4, Fig. 7b). Starch synthases use ADPG to elongate amylopectin and amylose chains, the two main glucose polymers constituting starch. As starch concentration in young fruits positively correlates with soluble sugar concentration in ripe fruits (Robinson et al. 1988; Schaffer and Petreikov 1997), we quantified the starch levels in our fruit samples. Fruit starch concentration of Leaf FR-treated plants significantly increased between 48 and 96 h, exceeding No FR levels at 96 h and indicating an earlier onset of starch accumulation (Fig. 7c). Together with the upregulation of several genes involved in glycolysis, tricarboxylic-acid cycle, and mitochondrial electron transport chain (Fig. 7a), these results strongly suggest that Leaf FR perception leads to increased sucrose import and cleavage into hexoses, fueling starch accumulation and energy production to support fruit growth.

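All 27 genes of Table S2 were higher under Leaf FR in fruits at 96 h, with Log2FC from 0.27 (PFP subunit beta) to 1.29 (LIN9). By edgeR's quasi-likelihood test 0 of the 27 had an adjusted P-value under 0.05 over all genes, 27 had an unadjusted P-value under 0.05 and 27 were called when adjusted over the list alone, a list the study chose on these samples. DESeq2 called all 27 over all genes. Without Leaf FR replicate 2 edgeR called 17, and with any other library left out it called 0. Among the enzymes of glycolysis, the enolase gene ER28 (Solyc09g009020) was at 1966 ± 84.4 CPM (SD, n = 4) under Leaf FR and 1339 ± 114 CPM (SD, n = 4) under No FR (Log2FC 0.55, standard error 0.09, adjusted P-value 0.0677, edgeR), and in the tricarboxylic-acid cycle SlMDH (Solyc03g115990) had a Log2FC of 0.56 ± 0.13 (standard error).

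**Figure D3:**
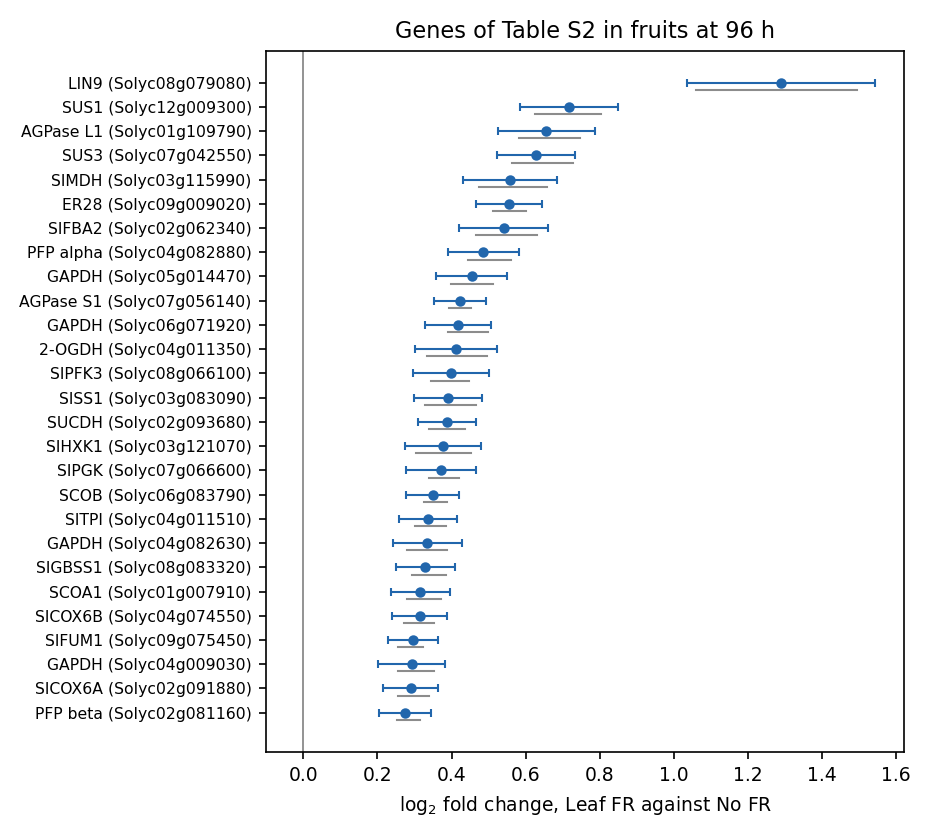
Log2 fold change (points) and standard error (blue bars) from edgeR for the 27 genes of Table S2 in fruits at 96 h, 4 libraries under Leaf FR against 4 under No FR; the grey line under each point is the range with each library left out in turn. All points lie above 0, from 0.27 to 1.29.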

The downregulated gene set in fruit tissue was enriched (adjusted *P*-value threshold = 0.05) for GO categories related to self-incompatibility, carbohydrate transport, and response to wounding (Figure S7, Supplementary Dataset S5). We further investigated the genes related to “carbohydrate transmembrane transport.” Downregulated carbohydrate transporters belonged mostly to the Sugars Will Eventually be Exported Transporter (SWEET) and Sugar Transporter Protein (STP) family, both playing a role in the apoplastic sucrose unloading pathway (Reuscher et al. 2014; Milne et al. 2018). During the early stages of fruit development, sucrose is predominantly unloaded into the pericarp via a symplastic route, enabled by direct cell-to-cell connections between phloem elements and vascular and storage parenchyma cells (Ma et al. 2019). Apoplastic unloading, requiring sucrose and hexose transporters, assumes a predominant role at a later stage of fruit development, but it is still present to a lesser extent in early developing fruits (Beckles et al. 2012; Ko et al. 2021). Therefore, we concluded that the downregulation of sucrose and hexose transporters at 96 h is likely a consequence of increased sucrose import triggered by Leaf FR treatment, which occurs predominantly via the symplastic route.

## Discussion

The addition of FR to PAR light increases individual fruit weight and enhances soluble sugar concentration (Fanwoua et al. 2019; Ji et al. 2020; Vincenzi et al. 2024). However, it remains unclear whether local perception of FR light within the fruits is required to trigger fruit growth responses. In this study, we controlled the light environment of the vegetative and generative organs of tomato plants and showed that FR light perception by vegetative organs mediates fruit growth and metabolic responses to FR.

### FR-mediated increase in fruit sink strength requires interorgan signaling

Fruit growth largely depends upon the size of the plant assimilate pool and the fruit's competitive ability to attract assimilates, as described by the source–sink model for plant resource allocation (Fernie et al. 2020). In this context, a source tissue is a net producer of assimilates, while a sink tissue is a net importer. A higher source strength increases the assimilate pool, thereby enabling an increase in the growth of all sinks in absolute terms. Conversely, greater fruit sink strength shifts assimilate allocation in favor of the fruits (Marcelis 1996). Our study confirms that FR perception by the vegetative organs is both necessary and sufficient to achieve the full effect of FR on plant dry weight, aligning with the FR-induced increase in leaf CO_2_ assimilation rate (Figure S3). The increase in plant dry weight was caused by an increase in fruit dry weight, as the dry weight of the vegetative organs was similar across all treatments (Fig. 1c). Far-red enrichment enhanced the fraction of dry matter partitioned to the fruits (+18% Full FR vs. No FR) and stem, at the expense of the leaves (Fig. 1d). Importantly, the increase in the fraction of dry matter partitioned to the fruits was driven by FR perception in the vegetative organs, rather than by FR supplied directly to the fruits (Fig. 1d). Dry matter partitioning is not influenced by the plant source strength, as shown in tomato by altering the intensity of intercepted PAR (Heuvelink 1995; Schouten et al. 2024). In particular, under FR enrichment, higher dry matter partitioning to the fruits is determined by an increase in individual fruit sink strength, rather than a decrease in the strength of competing sinks (Ji et al. 2020; Vincenzi et al. 2024). Individual fruit sink strength can be quantified by potential fruit growth under unlimited assimilate supply, and it is therefore also independent of the plant source strength (Marcelis 1996). For instance, more than doubling incident PAR, from 300 to 700 μmol m^−2^ s^−1^, increased plant dry weight without altering the individual fruit sink strength in dwarf tomato (Ke et al. 2023). In conclusion, while the increase in plant dry weight under FR enrichment can be explained by enhanced photosynthesis, the shift in dry matter allocation toward the fruits is likely a photomorphogenic response to a decrease in the R:FR ratio perceived by the vegetative organs. As fruit sink strength is determined locally within the fruit tissue, we propose that the FR-induced increase in dry matter partitioning to the fruits, due to stronger fruit sink strength, represents a systemic response. This response involves communication between the vegetative organs perceiving the FR signal and the fruiting trusses where the response is ultimately expressed.

### Far-red perception by the vegetative organs promotes fruit growth through enhanced sink strength

Our transcriptomic analysis showed that FR perception by the vegetative organs led to an upregulation of genes associated with both source and sink activity in the fruits (Fig. 7a, b). Green tomato fruits are photosynthetically active, and estimates suggest that fruit photosynthesis accounts for 10% to 15% of fruit dry weight (Tanaka et al. 1974). Nevertheless, the contribution of fruit photosynthesis to fruit growth remains under debate, as the lack of in situ photosynthesis can be compensated by increased import of sucrose through the phloem, without affecting fruit weight (Lytovchenko et al. 2011; Okello et al. 2015). Following FR perception by the vegetative organs, expression of genes related to sucrose import and cleavage into early developing fruits increased (Fig. 7b). This was highlighted by the upregulation of *SUS1* and *SUS3* and by the higher sucrose concentration in Leaf FR fruits 96 h after the start of the FR treatment, compared to the No FR fruits (Fig. 7b, c). Six sucrose synthases have been described in tomato, and among them, *SUS1* is considered the prevalent one, influencing sucrose unloading into the fruits and consequently promoting fruit set and fruit growth rate (D’Aoust et al. 1999). Despite the upregulation of genes associated with sucrose import, the corresponding levels of glucose and fructose in the fruits were not increased upon FR enrichment. Together with the upregulation of many genes belonging to the glycolysis and mitochondrial respiration pathways, this suggests that FR promotes a higher rate of hexose metabolism to support growth in an energy-intensive period of fruit development, when fruit growth rate is close to its maximum (Ji et al. 2020). At this stage, a rapid increase in fruit weight is strongly determined by cell expansion (Cheniclet et al. 2005), which in turn is driven by water inflow triggered by increasing cell osmotic potential. This increase in cell osmotic potential is induced by the accumulation of soluble sugars and organic acids sequestered in the vacuole. Vacuolar acid invertases, such as *LIN9*, which was upregulated in Leaf FR fruits at 96 h, contribute to this process by cleaving sucrose into glucose and fructose inside the vacuole (Osorio et al. 2014). Moreover, FR perception by the vegetative organs resulted in upregulation of key components of the starch biosynthetic pathway, in particular the rate-limiting *AGPase*, resulting in increased starch concentration in fruits 96 h after the start of the FR treatment (Fig. 7b, c). Increasing AGPase activity, and therefore starch accumulation, in developing tomato fruits was correlated with higher soluble solids content and dry weight in ripe fruits, making this an important mechanism to determine fruit sink strength (Petreikov et al. 2006).

While our results were obtained by localized FR enrichment of the vegetative organs, similar findings were reported following whole-plant FR exposure (Ji et al. 2020). The authors reported that fruit growth rate, starch accumulation, and sink activity in young tomato fruits were increased by whole-plant FR enrichment, leading to higher fruit weight at the ripe stage. The fact that comparable effects were achieved when only the vegetative organs were exposed to FR further supports our hypothesis that vegetative organs are the primary site responsible for mediating fruit growth responses to FR. Tomato fruits express phytochromes, and fruit-localized knockout or constitutive expression of these photoreceptors, in particular of the most abundant *SlPHYB2* (Bianchetti et al. 2017), affected several processes, among which are plastid biogenesis and carotenoid metabolism (Ernesto Bianchetti et al. 2018; Alves et al. 2020). However, in our study, FR enrichment of generative organs did not alter fruit weight, fruit growth period, sugar concentration, or composition on its own (Figs. 1, 2b, Figure S2). Nevertheless, the plants that received FR enrichment of both vegetative and generative organs had a significantly higher sugar concentration in ripe fruits than any other treatment (Fig. 1e), suggesting that fruit-localized perception of FR can promote sugar accumulation, but only when the vegetative organs are also exposed to FR.

### Hormone signaling as a candidate mechanism linking far-red perception to fruit responses

Following the start of the Leaf FR treatment, the genes showing the earliest differential expression suggest altered fruit hormonal metabolism through enhanced biosynthesis of auxin, GAs, and cytokinins (Fig. 6a). Interestingly, auxin and cytokinin signaling have been linked to the regulation of chlorophyll accumulation and carbohydrate dynamics in the fruits of the phytochromobilin-deficient *aurea* mutant. In this mutant, reduced auxin and cytokinin signaling were associated with lower chlorophyll and chloroplast abundance, decreased starch accumulation, and reduced soluble sugar levels (Bianchetti et al. 2017). In our study, FR exposure triggered a rapid but transient increase in free auxin concentration in the leaves, followed by long-term regulation of auxin-responsive genes (Fig. 4). Auxin plays a key role in both early fruit development (Quinet et al. 2019) and interorgan signaling following FR perception (Procko et al. 2014; Iglesias et al. 2018; Küpers et al. 2023; Oskam et al. 2024). However, no differences in auxin concentration were detected between fruit samples from FR-treated and control plants. Nevertheless, auxin involvement in fruit responses to FR cannot be ruled out. Previous work has suggested that auxin response, rather than auxin content, is the primary link between phytochrome and auxin pathways in developing fruits (Bianchetti et al. 2017), and we observed several genes associated with auxin response and sensitivity being upregulated in response to Leaf FR (Fig. 6b). Cytokinins have also been implicated in interorgan FR signaling (Gautrat et al. 2024). In tomato, cytokinins influence fruit size by regulating cell division, but they also control chloroplast biogenesis and division (Gan et al. 2022). For example, increased chloroplast number and chlorophyll accumulation in the *high pigment 1* (*hp1*) mutant were linked to altered cytokinin sensitivity (Caspi et al. 2008). Finally, exogenous cytokinin application has been shown to promote sink strength by increasing sucrose synthase and invertase activity in tomato fruits (Albacete et al. 2014), making this hormone an interesting candidate for driving fruit growth responses to FR. Future research aiming to resolve the mechanism mediating interorgan FR signaling to the fruit and initiating fruit growth responses should therefore examine the potential role of plant hormones, particularly auxin and cytokinins.

### Transcriptomic and hormonal dynamics reveal a conserved response to decreasing R:FR

In this study, leaf auxin content and transcriptomic regulation peaked at the earliest measured time point (6 h) following the start of the FR treatment (Figs 3b, 4c). However, fruit dynamics in response to vegetative organ perception of FR were different, showing no increase in fruit auxin content and a delay of 96 h in the onset of the fruit transcriptomic response and changes in carbohydrate levels (Figure S5, Figs 3c, 7c). Similar dynamics between vegetative and generative organs were reported in *Arabidopsis* under light conditions where shade was simulated by strong FR enrichment in a white light background (Roig-Villanova et al. 2025). In that study, FR enrichment below solar R:FR increased auxin levels in leaves but not in inflorescences and reduced the ovule number with a delay of 2 to 4 days from the start of the FR treatment. These similarities suggest a conserved response to decreasing R:FR ratios, regardless of whether they remain above solar R:FR or not, aligning with the high similarity in the leaf transcriptomic response across these two conditions (Fig. 5). Despite using a different R:FR window, always above solar levels, we identified a similar response as observed for R:FR ratios that induce shade avoidance (Kunta et al. 2025), including the upregulation of genes involved in transcriptional and hormonal regulation, in particular regarding auxin, brassinosteroids, and cytokinins. Also, we observed the shared downregulation of defense mechanisms and secondary metabolite biosynthesis, particularly anthocyanins and steroidal glycoalkaloids (Supplementary Dataset S6). Finally, our response to FR enrichment in leaves appears to share at least part of the photomorphogenic pathway typical of shade avoidance, as we found multiple PIFs, PIF targets, and the light-signaling messenger ELONGATED HYPOCOTYL 5 (HY5) among the differentially regulated genes (Supplementary Dataset S6). It remains to be determined whether the similarity observed in leaf response to FR enrichment, above or below solar R:FR, could apply to the generative organs as well. For instance, while FR enrichment below solar R:FR reduces seed number per silique (Roig-Villanova et al. 2025), seed number per fruit is not affected by FR enrichment above solar R:FR (Ji et al. 2020).

## Conclusions

We showed that tomato fruit growth responses to FR enrichment depend on FR perception in the vegetative organs, including leaves, stem, and apex, rather than flowering and fruiting trusses. Locally, FR exposure of the vegetative organs triggered a transient rise in free auxin concentration, with a sustained activation of auxin-responsive genes, highlighting a conserved response to decreasing R:FR ratios. Systemically, FR enrichment promoted sink-related gene expression, sucrose import, and starch accumulation in immature green fruits, leading to higher fruit weight and soluble sugar levels in ripe fruits. Far-red-induced increase in assimilate partitioning toward the fruits is a systemic response that requires interorgan communication.

### Materials and methods

This study involves two experiments: In Expt. 1, conducted in 2023, data were collected on red ripe fruit weight, dry matter content, and sugar concentration. In Expt. 2, conducted in 2024, data were collected on gene expression, starch and sugar concentration, and auxin concentration in leaves and early developing fruits following the start of the FR treatment.

### Plant material and growth conditions

In both experiments, seeds of the commercial cluster tomato hybrid *Solanum lycopersicum* L. cv. Foundation (BASF—Nunhems, Nunhem, The Netherlands) were sown in stonewool starter plugs (Grodan, Roermond, the Netherlands) in a greenhouse compartment at Wageningen University and Research (52°N, 6°E, Wageningen, the Netherlands). Seeds were sown on 4 April 2023 (Expt. 1) and on 20 June 2024 (Expt. 2). Two weeks after emergence, the seedlings were placed into 15 × 15 cm stonewool blocks (HUGO blocks, Grodan). Uniform plants were selected and transplanted to a climate chamber (500 × 300 × 250 cm; length × width × height) 4 (Expt. 1) or 5 (Expt. 2) weeks after sowing. The climate chamber was divided into 14 experimental units, each measuring 150 × 30 × 230 cm, separated by light-impermeable white plastic sheets. Each unit included a gutter with four plants. Airflow was directed from one long side of the chamber to the other. In Expt. 2, an additional fan (12 × 12 cm, 4414 N, ebm-papst, Mulfingen, Germany) was added to each unit to increase ventilation below the canopy, and the fan height was adjusted as the plants grew.

In both experiments, plants were irrigated using a drip system with a standard nutrient solution for tomato fertigation with an electric conductivity of 2.0 dS m^−1^ and a pH of 6.0 (Table S3). Average air temperatures were 21.7 ± 0.2 °C during the photoperiod (16 h) and 19.1 ± 0.1 °C during the dark period in Expt. 1 and 21.0 ± 0.1 °C and 18.1 ± 0.1 °C in Expt. 2. Average daily relative humidity (24 h) was 71 ± 4% in Expt. 1 and 77 ± 1% in Expt. 2, and the daily CO_2_ concentration was 404 ± 30 µmol mol^−1^ in Expt. 1 and 426 ± 43 µmol mol^−1^ in Expt. 2. Each plant was supported by a wire connected to the top of the climate chamber, according to high-wire growing practices. Lamp height was adjusted weekly to maintain a minimum distance of 30 cm between the top of the plants and the lamps. In Expt. 1, 94 days after sowing (DAS), plants reached the maximum height allowed by the chamber setup, and plant growth was arrested by removing the apex. The first flowering truss was pruned to two flowers, and all subsequent trusses were pruned to four flowers each, to maintain a reasonable balance between assimilate production in leaves (source) and assimilate demand for fruit development (sink). Pollination was carried out manually three times per week with a Vibri Vario electronic bee (Royal Brinkman, “s Gravenzande, the Netherlands).

### Light conditions and far-red treatments

In Expt.1, photosynthetic photon flux density (PPFD) at the top of the canopy started at 150 ± 3 µmol m^−2^ s^−1^ upon transplant into the climate chamber, and it gradually increased together with plant height until it reached the intensity of 215 ± 4 µmol m^−2^ s^−1^, which was maintained from 79 DAS until the end of the experiment. Photosynthetic photon flux density was provided by LEDs with adjustable spectrum mounted on the ceiling of the chamber (Green Power Dynamic 2.0 LED research modules with a GrowWise Control System, Philips, Eindhoven, the Netherlands), resulting in a RW spectrum of R:G:B:FR 80:3:16:1 (Figure S8). Far red for treatments was provided by one additional LED module per experimental unit (79 ± 1 µmol m^−2^ s^−1^, GreenPower LED2.2 FR 150 RO, Philips). Four light treatments were applied: FR was not supplemented to any part of the plant (No FR); supplemented only to the vegetative organs (Leaf FR); only to the generative organs (Fruit FR); and to both the vegetative and generative organs (Full FR) (Table 1). The vegetative organs of each plant included leaves, stem, apex, and pre-anthesis trusses, while the generative organs included flowering trusses with at least one flower fully open and fruiting trusses. In the experimental units where FR was not supplemented, dummies were used to simulate the shading from the additional FR modules. Red and white and FR lighting followed the same photoperiod of 16 h of light per day, from 4 AM to 8 PM.

In Expt. 2, only two light treatments were applied: No FR and Leaf FR (Table 1). All treatments received a PPFD of 258 ± 5 µmol m^−2^ s^−1^, which was supplied from transplant to the end of the experiment by RW modules (R:G:B 76:1:23, GreenPower Toplight DR/W MB, Philips). Far red (77 ± 1 µmol m^−2^ s^−1^) was supplied as in Expt. 1.

In Expt. 1, the FR treatment started at anthesis of the first flower on the second truss, 59 DAS. In Expt. 2, the FR treatment started 10 days after anthesis of the first flower of the second truss, 63 DAS. At the start of the FR treatment, plants were rotated such that their first and second trusses faced one of the plastic sheets delimiting their experimental unit. Openings were cut in the sheet, trusses were passed through, and cuts were sealed with tape. To train plants against the sheet, every third leaf growing toward it was removed. Afterward, each new truss reaching anthesis was put through the curtain when possible, and one leaf below the truss developing in the direction of the curtain was removed. On average, one truss per plant was not passed through the curtain; these trusses were excluded from any analysis, except the final destructive plant harvest.

### Plant measurements

#### Growth and development measurements

The number of leaves and stem length were assessed weekly until 69 DAS (end of Expt. 2) and 96 DAS (plant decapitation in Expt. 1). Dry weight of all pruned leaves was recorded per experimental unit and used to calculate the total plant weight. The number of open flowers in each flowering truss was recorded three times per week throughout the experiment and used to calculate the flowering rate.

#### Fruit ripening and harvest

In Expt. 1, fruit ripening rate was recorded three times per week until the end of the experiment. Ripening was monitored from “breaker stage” until “light-red stage” (USDA, 1991) using a portable colorimeter Minolta CR-400 (Konica Minolta, Osaka, Japan) to measure fruit pericarp color. Fruits at the “breaker stage” were identified by visual inspection, and fruit ripening was assessed with three measurements on the fruit equatorial side. A fruit was considered ripe and harvested when the average a* value of the three measurements reached a threshold value of 16, with no individual measurements below 14. The threshold value was determined for this cultivar by correlating visual scores with colorimeter measurements (Figure S9). Fruit fresh weight was recorded before cutting each tomato into two halves. One-half was immediately frozen in liquid nitrogen for carbohydrate quantification, while the fresh and dry weights of the other half were recorded before and after oven-drying for 48 h at 105 °C for dry matter content determination. Dry matter content was then used to calculate the dry weight for the whole fruit. A total of 296 fruits from the first and second trusses of each plant were individually harvested and measured.

#### Plant destructive harvest

Destructive plant measurements were carried out at transplant (baseline measurements) and at 132 DAS in Expt. 1 and 69 DAS in Expt. 2 (final plant harvest). In Expt. 1, internode length between nodes 15 (start of FR treatment) and 25 (plant decapitation) was measured, along with the number of leaves (length ≥ 2 cm), number of trusses (at least one fully open flower), and fruit number (fruit diameter ≥ 2 cm). Average leaf area was measured for five randomly selected leaves per plant using a leaf area meter (LI-3100 area meter, Li-Cor). Aerial plant organs were separated into stem, leaves, and fruits and dried separately at 70 °C for 50 h and then at 105 °C for 75 h before determining their dry weight. Total plant dry weight is the dry weight determined at the destructive harvest, added to the dry weight of harvested ripe tomato fruits and pruned leaves. In Expt. 2, six plants per treatment were randomly selected, and the number of leaves, total leaf area, and plant dry weight were measured.

### Carbohydrate extraction and quantification

Fruit samples were frozen in liquid nitrogen, freeze-dried for 5 days (Alpha 1 to 4 LSCbasic, Salm en Kipp, Breukelen, the Netherlands), and then ground into fine powder using a mortar and pestle. In Expt. 1, equal weights of fruit samples from the same truss and plant within each experimental unit were pooled together, mixed well, and used for carbohydrate quantification. In Expt. 2, carbohydrate quantification was carried out for fruit samples collected at 48 and 96 h after the start of the FR treatment, individually. Starch, glucose, fructose, and sucrose concentrations were quantified as described by Ji et al. (2020), with the same equipment and minor adjustments: 15 mg of the freeze-dried samples were weighed and used for the extraction, and samples were diluted with MilliQ water before quantification (Full method: Supplementary Method S1).

### Gene expression analysis

#### Sample collection

Leaf and fruit samples were collected at six time points: 0 (pre-FR exposure), 6, 12, 24, 48, and 96 h after the start of the FR treatment. Fruit samples consisted of the first fruit from the second truss at the “immature green” stage (10 ± 1 days after anthesis). Leaf samples consisted of the right leaflet from the most distal pair on the leaf above the second truss (leaf 13, when leaf 0 is the first true leaf). Four plants per treatment were sampled per time point, with no plant harvested twice or from the same unit at the same time point. Samples were immediately labeled and frozen in liquid nitrogen, with all samples for each time point harvested within 10 min. Frozen samples were ground into fine powder with a mortar and pestle.

#### RNA sequencing, alignment, and functional data analysis

A total of 96 ground, frozen leaf and fruit samples were sent to BGI Genomics (Hong Kong) for RNA extraction and RNA-seq analysis, accounting for two light treatments, two organs, six time points, and four biological replicates (Supplementary Dataset S1). All RNA samples had RNA integrity (RIN) values ≥ 6.0, a total RNA ≥ 400 ng, and 28S/18S ≥ 1.0, except for one sample that was excluded from further analysis. Library preparation and sequencing were performed by BGI using the DNA Nanoball Sequencing (DNBSEQ) platform with PE150. Quality control and filtering of raw sequencing data and alignment were carried out by BGI (Full pipeline: Supplementary Method S2). Tomato genome ITAG4.0 (Hosmani et al. 2019) was used as reference. Raw read counts are provided in Supplementary Dataset S2, and normalized read counts used for downstream analyses are provided in Supplementary Dataset S3. Differentially expressed genes were identified using an adjusted *P*-value (Benjamini–Hochberg q-value) threshold of 0.05, and GO enrichment analysis of the DEG sets was carried out using Fisher's exact test with a q-value threshold of 0.05 with PANTHER (PANTHER version 19.0). The clustered heatmap of genes highly differentially expressed among the leaf transcriptomic response to 6 h of FR enrichment in this study and/or in Kunta et al. (2025), but present in both, was done using the R package pheatmap (version 1.0.13). Data visualization has been carried out with RStudio (software version 4.4.1, Rstudio, PBC, Boston, MA), BGI data visualization system (Dr. Tom Data Visualisation Solution), and BioRender (BioRender).

### Auxin extraction and quantification

The same 96 samples used for RNA extraction and sequencing were used for auxin extraction and quantification. Free auxin (indole-3-acetic acid, IAA) was extracted and quantified as previously described (Ruyter-Spira et al. 2011; Xiao et al. 2025). In short, 20 mg of ground, frozen tissue was extracted in 1 mL of cold methanol containing [phenyl ^13^C_6_]-IAA (0.1 nmol/ml) overnight at 4 °C. During the extraction procedure, samples were kept on a shaker and in the dark. After extraction, samples were centrifuged at full speed for 10 min at 4 °C. Indole-3-acetic acid was extracted from the supernatant using a solid phase extraction cartridge Oasis® MCX 1CC/30 mg (Water Corporation, Oud-Gastel, the Netherlands), filtered through a 0.45 μm Minisart SRP4 filter (Sartorius, Goettingen, Germany), and quantified by multi-reaction monitoring liquid chromatography–tandem mass spectrometry (MRM-LC-MS/MS).

### Experimental design and statistical analysis

Expt. 1 consisted of 14 experimental units of four plants each, divided among four treatments (n = 3 for Fruit FR and Leaf FR, n = 4 for No FR and Full FR). Data were analyzed using a one-way ANOVA, with light treatment as the main factor. For parameters related to individual ripe fruit, namely, fruit weight, fruit dry matter content, fruit sugar content, and fruit growth period, variation due to biological differences between different trusses was accounted for by including the truss number as a blocking factor. For two experimental units (not in the same treatment), PPFD was 10% to 15% lower at the top of the canopy due to climate chamber setup limitations. Therefore, PPFD measured at the top of the canopy of each unit was included as a covariate in the ANOVA. Expt. 2 consisted of 12 experimental units of four plants each, equally divided among two treatments (No FR and Leaf FR). A time course was conducted by sampling leaves and fruits from four plants per treatment at six time points (n = 4). Data were analyzed according to a completely randomized design.

Statistical analyses were performed with Genstat (24th Edition, VSN International, London, UK), and data visualization and graphs were realized with RStudio. The assumption of normal distribution and homogeneity of variance were assessed and confirmed via the Shapiro–Wilk test (*P* > 0.05) and Levene test (*P* > 0.05). Fisher's protected LSD test (*P* = 0.05) was used for mean separation.

### Accession number

The RNA sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE320482

(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc  =  GSE320482).

## Supplementary Material

kiag358_Supplementary_Data

## Data Availability

The RNA sequencing data underlying this article are available in NCBI's Gene Expression Omnibus, and can be accessed through GEO Series accession number GSE320482. Other data are available on request.

# Supplementary material for: Far-red perception by vegetative organs and not fruits drives fruit growth responses in tomato plants
**Source:** Plant Physiol. 2026 Jun 15;201(3):kiag358. doi: 10.1093/plphys/kiag358
**Supplement:** kiag358_Supplementary_Data

## ***Supplementary Data***

### **Supplementary Figures**

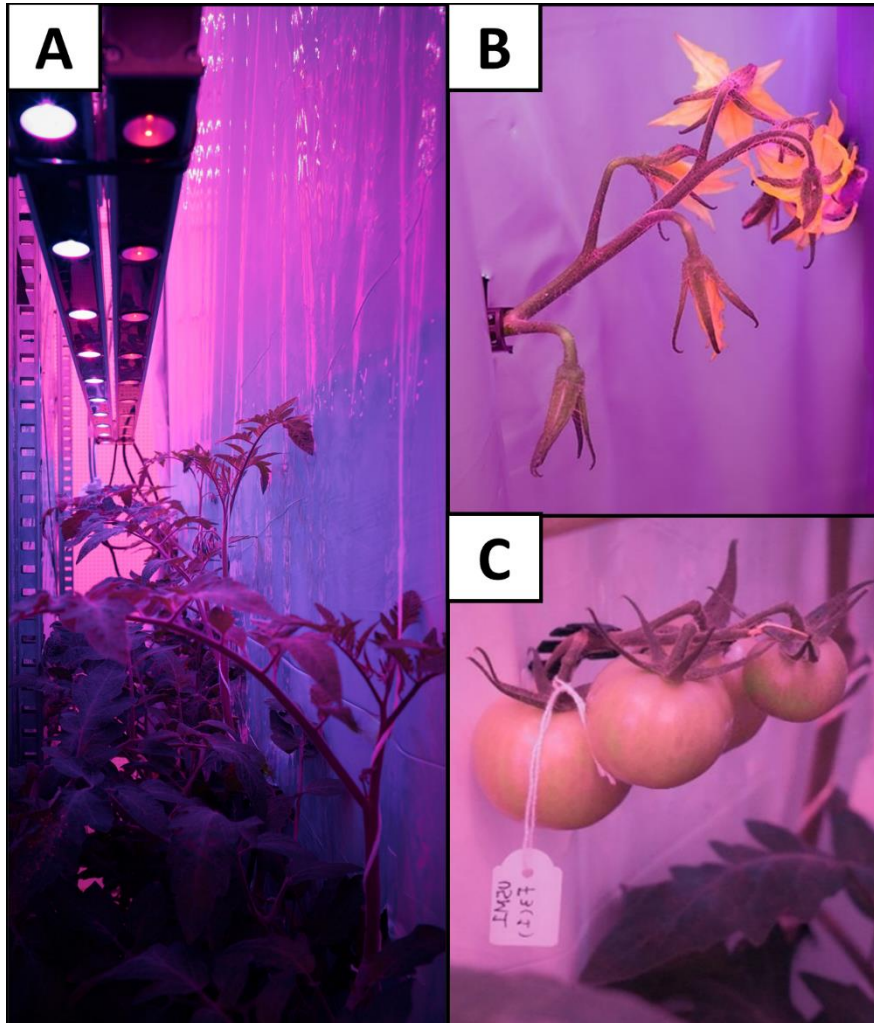

**Supplementary Figure S1.** Picture of experimental setup. (A) Vegetative organs of the plants (stem, leaves, and apex) are grown under separate light treatments compared to the generative organs of the plants ((B) flowering trusses and (C) fruiting trusses). A light-impermeable curtain is used to separate the light treatments.

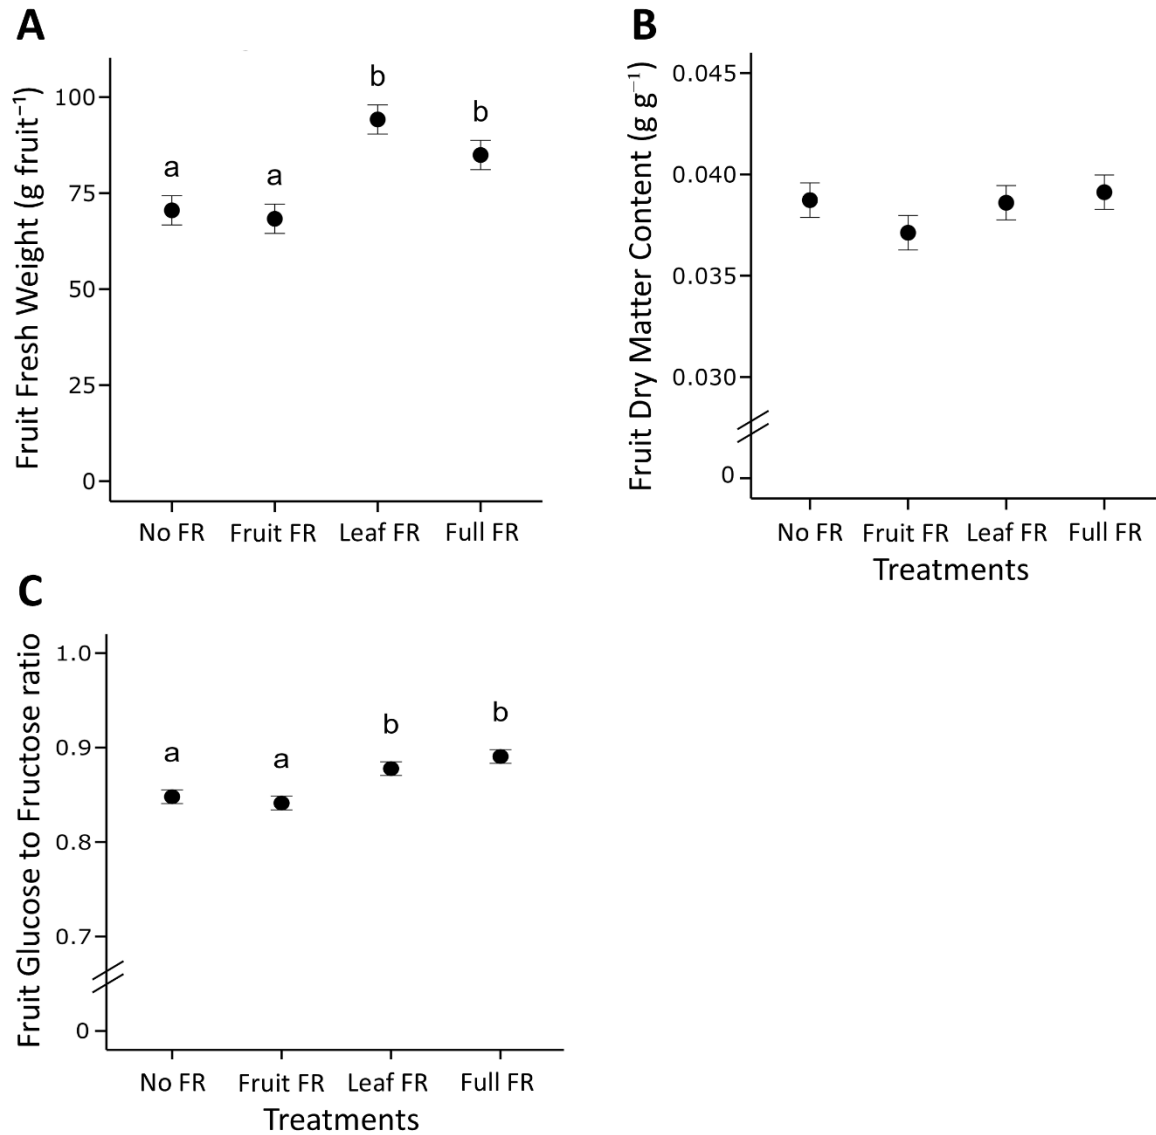

**Supplementary Figure S2.** Effects of far-red light (FR) treatments on ripe fruit parameters. (A) Individual fruit fresh weight. (B) Fruit dry matter content. (C) Fruit Glucose to Fructose ratio. Values are averages of two fruit trusses. Different letters indicate significant differences according to Fisher's protected LSD test (p-value threshold of 0.05). Values represent the average of 3 to 4 experimental units  $\pm$  SEM ( $n = 3$  for Fruit FR and Leaf FR,  $n = 4$  for No FR and Full FR), each consisting of 4 plants.

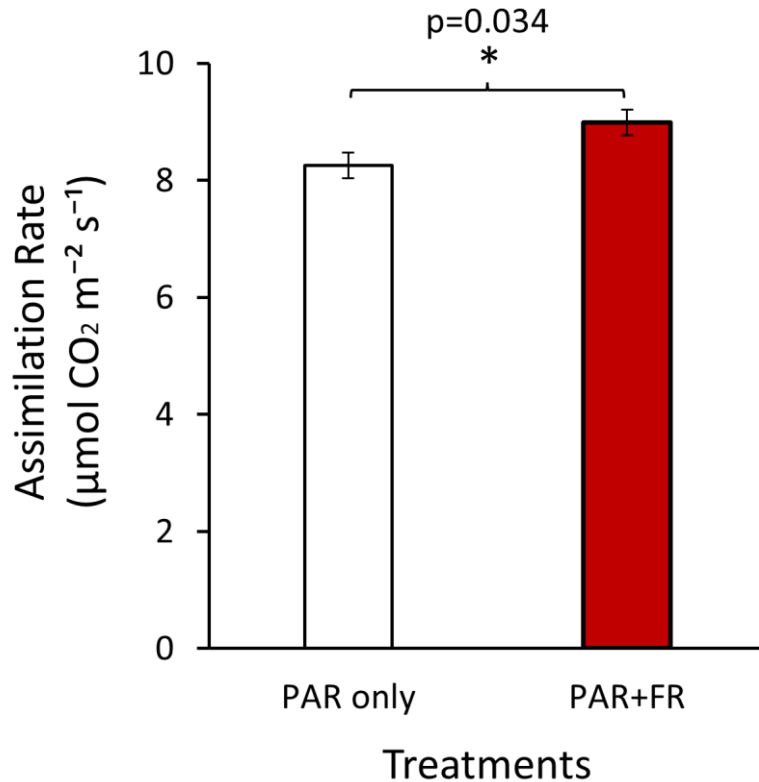

**Supplementary Figure S3.** Effect of the addition of far-red light (FR) on the leaf assimilation rate of tomato plants, cv. Foundation. Columns represent the average of 9 measurements, each representing a leaf from a distinct plant  $\pm$  SEM. Statistical difference between the two was tested with a t-test. The white column represents the leaf assimilation rate for plants grown and measured under PAR only ( $200 \mu\text{mol m}^{-2} \text{s}^{-1}$ , R:B 95:5, R:FR 122). The red column represents the leaf assimilation rate for plants grown and measured with PAR + FR (FR =  $30 \mu\text{mol m}^{-2} \text{s}^{-1}$ , R:FR 6, PAR+FR).

Measurements were carried out on the 4th or 5th fully expanded leaf from the apex of tomato plants grown in a greenhouse compartment during the winter months (September 2023 – February 2024) under supplementary PAR lighting ( $250 \mu\text{mol m}^{-2} \text{s}^{-1}$ , R:G:B 88:5.5:5.5), without (PAR only) or with additional FR (FR =  $60 \mu\text{mol m}^{-2} \text{s}^{-1}$ , PAR+FR). Leaf CO<sub>2</sub> assimilation rate was measured on detached leaves kept in water, with the Li-6400 photosynthesis system (Li-Cor Biosciences, Lincoln, NE, USA) equipped with a clear-top chamber under PAR light ( $200 \mu\text{mol m}^{-2} \text{s}^{-1}$ , R:B 95:5, R:FR 122), without (PAR only) or with additional FR ( $30 \mu\text{mol m}^{-2} \text{s}^{-1}$ , R:FR 6, PAR+FR). Internal chamber parameters were standardized at a temperature of 22°C, 65% relative humidity, a flow rate of  $400 \mu\text{mol s}^{-1}$ , and a CO<sub>2</sub> concentration of  $400 \mu\text{mol mol}^{-1}$ .

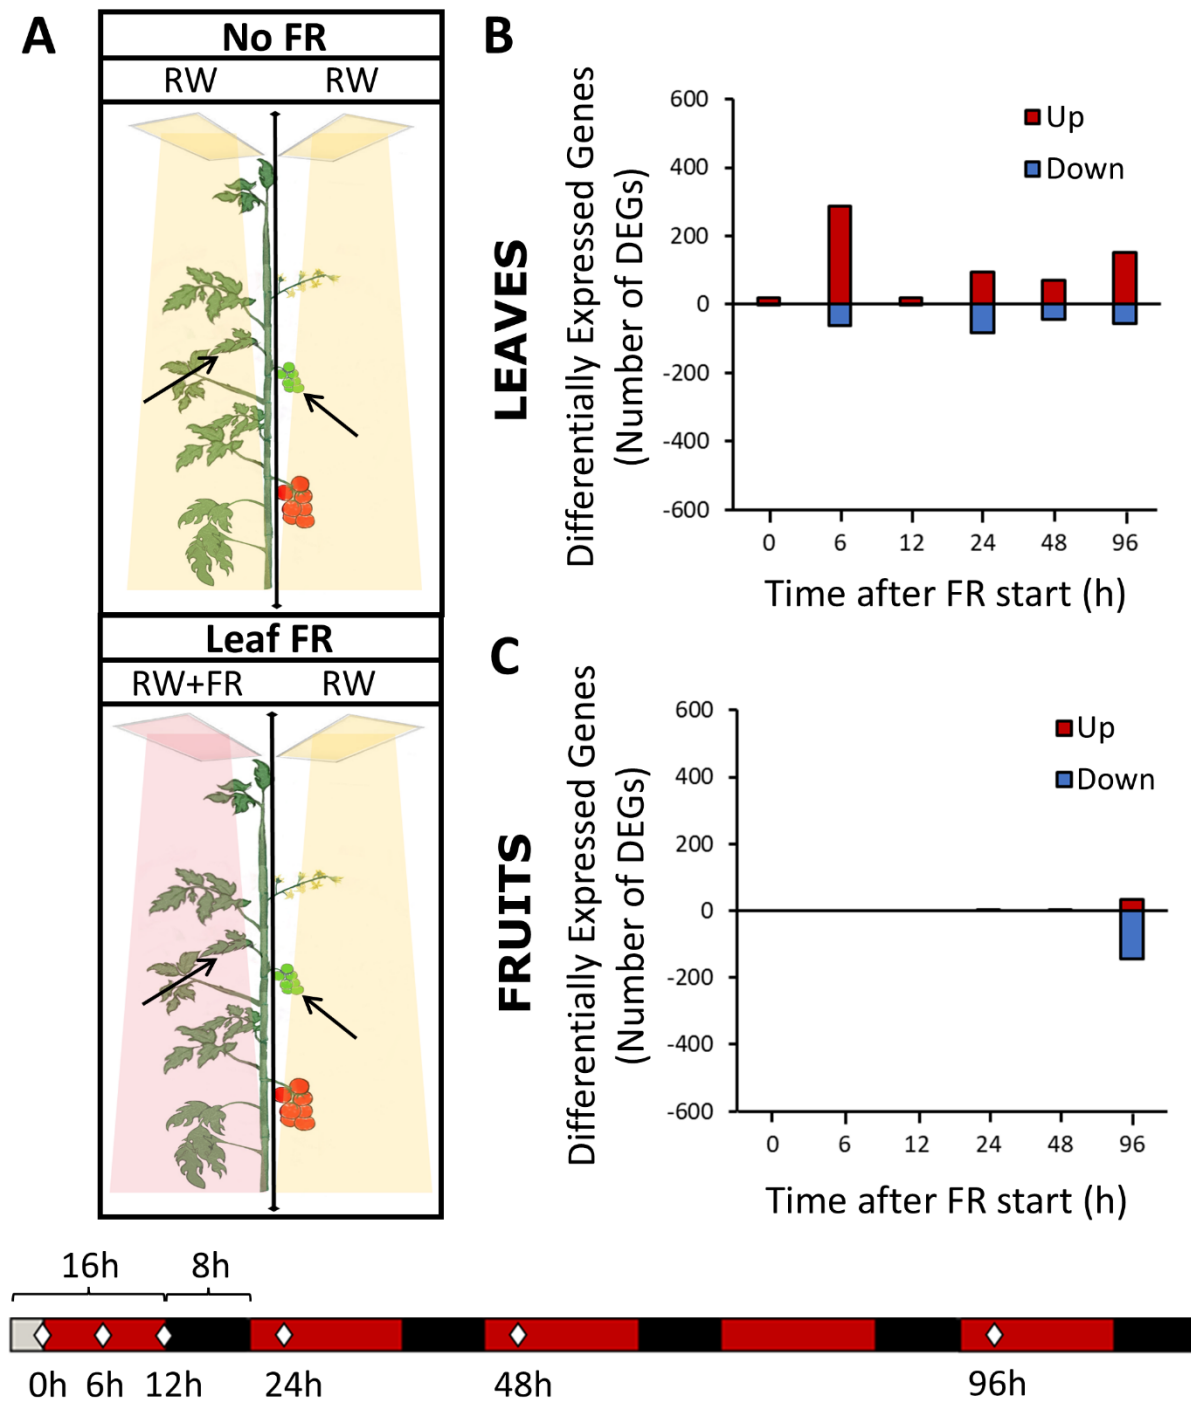

**Supplementary Figure S4.** Leaf and fruit transcriptomic responses to far-red light (FR) application to vegetative organs (Leaf FR). (A) Plants under Leaf FR or No FR were grown under the same red and white (RW) light until the start of the FR treatment at 63 days after sowing. FR started four hours after the beginning of the RW photoperiod (16/8 Day/Night). Leaf and fruit samples were collected at six time points from pre-exposure (0) to 96 h after the start of FR treatment. Differentially expressed genes (DEGs) were identified for each organ and time point by comparing Leaf FR vs. No FR, using an adjusted p-value threshold of 0.05. DEGs with  $\text{Log}_2\text{FC} > 1$  or  $< -1$  are shown for (B) leaves and (C) fruits.

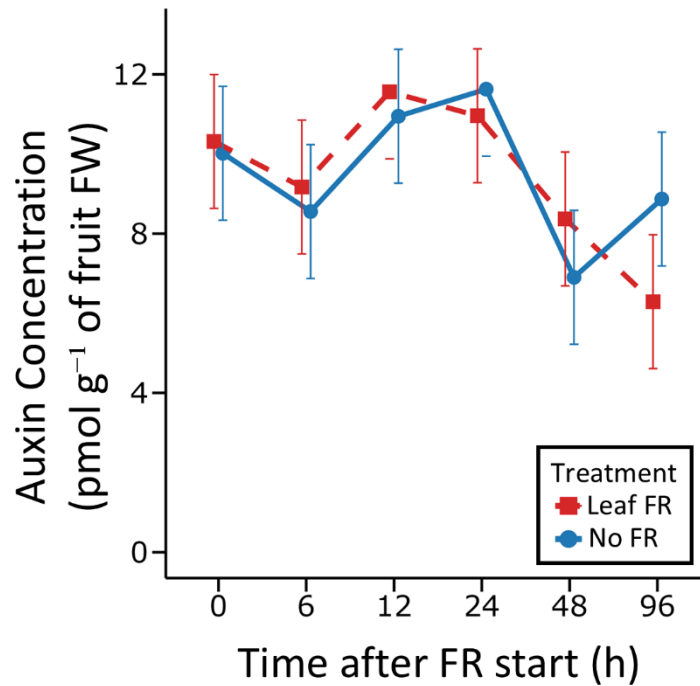

**Supplementary Figure S5.** Auxin (indole-3-acetic acid) concentration in fruit samples, per time point. Auxin concentration values were analysed with a two-way analysis of variance (ANOVA). Values represent the average of 4 replicates  $\pm$  SEM ( $n = 4$ ). Light treatments included application of additional FR to the vegetative organs (Leaf FR) or No FR applied to any organ of the plant.

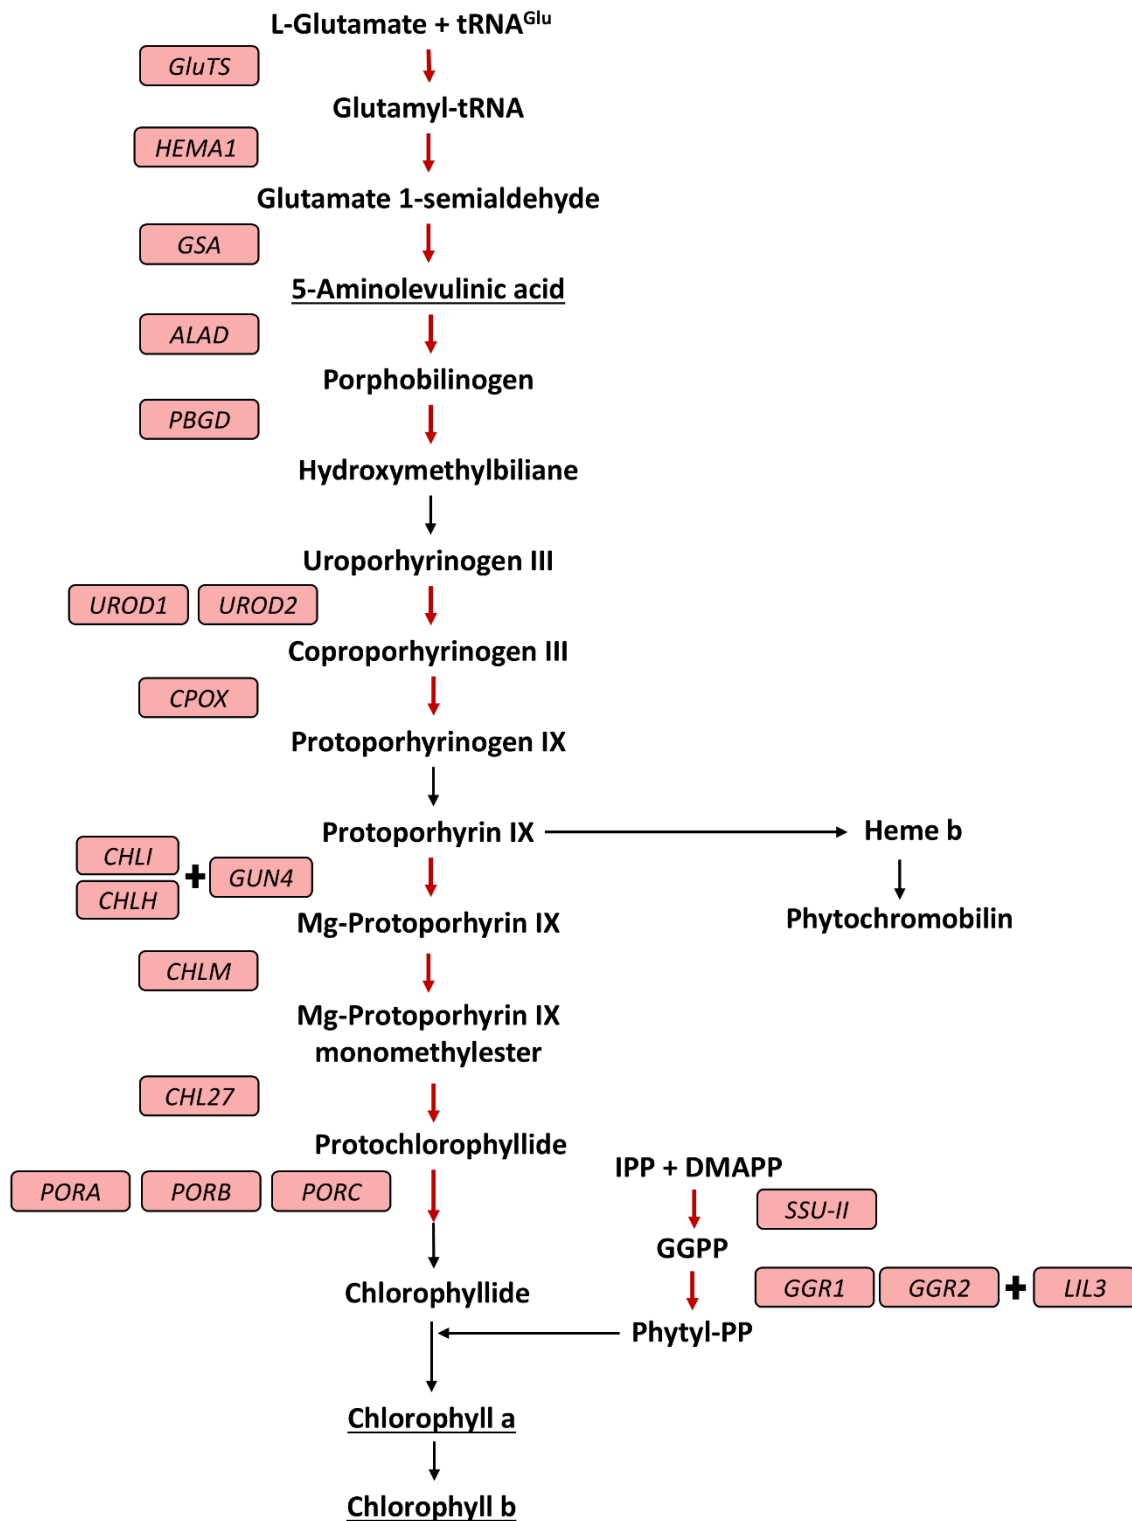

**Supplementary Figure S6:** Transcriptomic upregulation of chlorophyll biosynthetic genes in fruit samples following far-red light (FR) application to vegetative organs (Leaf FR). Chlorophyll biosynthetic pathway adapted from Kobayashi and Masuda (2016) and Rodriguez-Concepcion et al. (2025). Genes upregulated in fruits 96 h after the start of Leaf FR treatment (adjusted p-value threshold of 0.05) are shown in a red box, with the corresponding metabolic steps indicated by red arrows. Black arrows indicate metabolic steps that are not differentially regulated by the Leaf FR treatment. Abbreviations: GluTS, Glutamyl-tRNA synthase; HEMA, Glutamyl-tRNA reductase; GSA, Glutamate-1-semialdehyde

aminotransferase; ALAD, 5-aminolevulinic acid dehydratase; PBGD, Porphobilinogen deaminase; UROD, Uroporphyrinogen III decarboxylase; CPOX, Coproporphyrinogen III oxidase; CHLI/H, Mg-chelatase Chli/H; CHLM, SAM Mg-protoporphyrin IX methyltransferase; CHL27, Mg-protoporphyrin IX monomethylester cyclase membrane-bound subunit; POR, Protochlorophyllide oxidoreductase; IPP, isopentenyl diphosphate; DMAPP, dimethylallyl diphosphate; SSU-II, geranylgeranyl diphosphate synthase-like small subunit type 2; GGPP, geranylgeranyl diphosphate; GGR, geranylgeranyl reductase; LIL3, LIGHT-HARVESTING-LIKE 3.

## Fruit DEGs downregulated at 96h

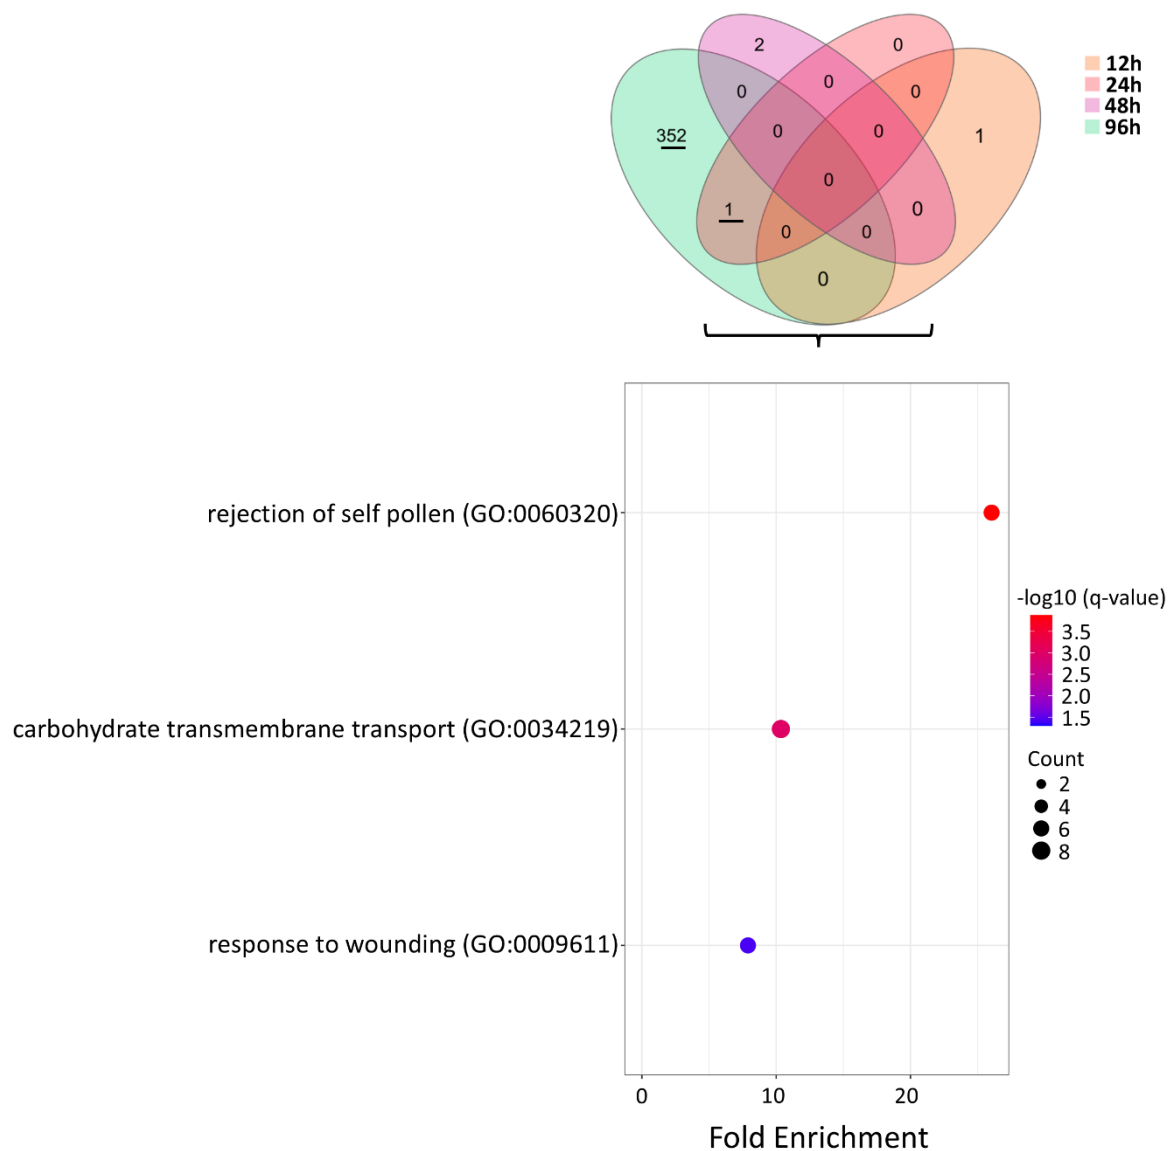

**Supplementary Figure S7.** Transcriptomic downregulation in fruit samples following far-red light (FR) application to vegetative organs (Leaf FR). Venn diagram of downregulated differentially expressed genes (DEGs) in the fruit samples at different time points, DEGs were identified by comparing Leaf FR vs. No FR treatments, using an adjusted p-value threshold of 0.05. Gene Ontology (GO) categories significantly enriched (adjusted p-value threshold of 0.05) among fruit DEGs downregulated at the last time point (96 h after the FR start).

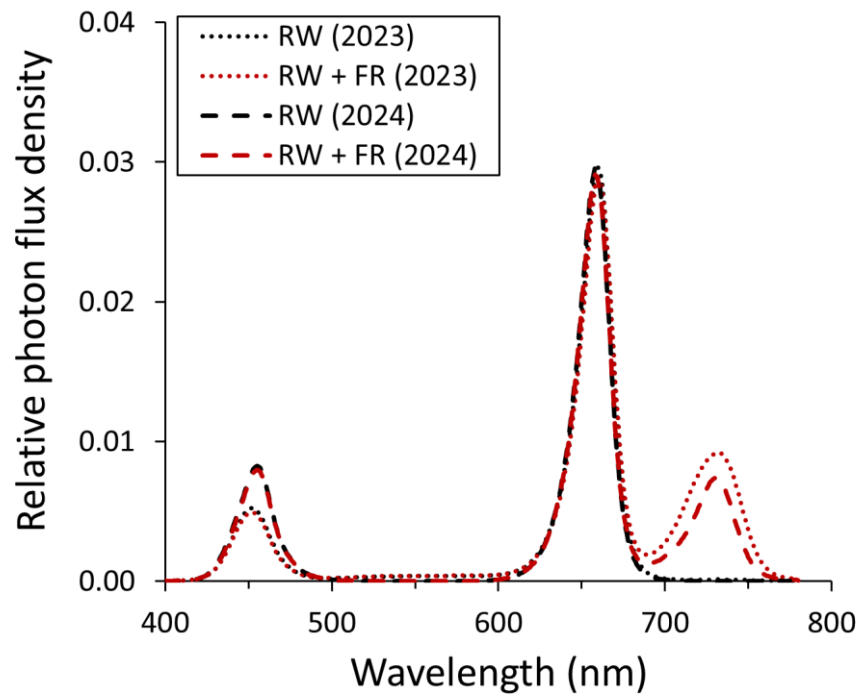

**Supplementary Figure S8.** Spectral composition of the red and white (RW) and RW + far-red (RW+FR) lighting used in the climate chamber experiments in 2023 and 2024. The light spectra were measured 30 cm below the lamps, before transplant, with a spectrometer (Li-180, Li-Cor Biosciences, Lincoln, NE, USA).

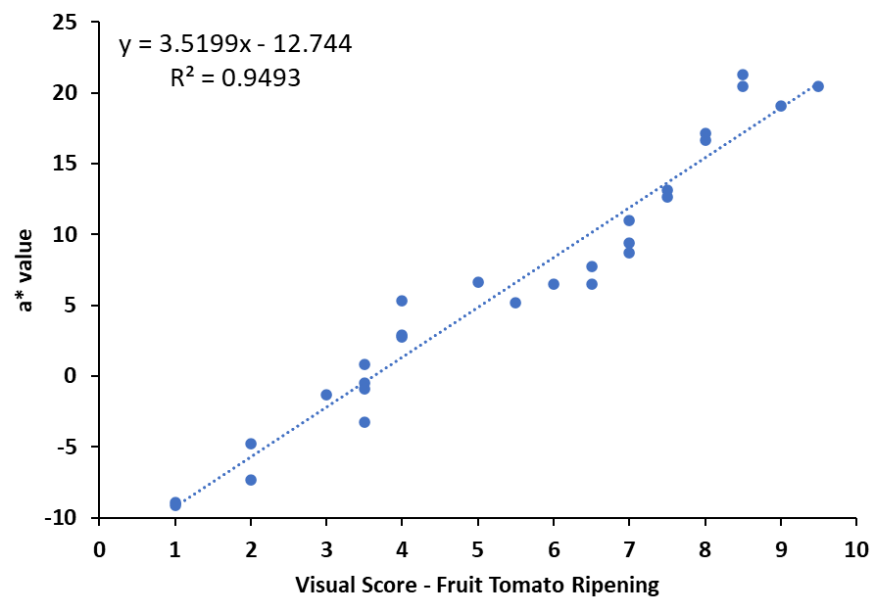

**Supplementary Figure S9.** Correlation between visual assessment of tomato fruit ripening and colorimeter a\* value. Colour-chart standard (The Greenery, Breda, the Netherlands), colorimeter (Minolta CR-400).

**Supplementary Tables**

**Supplementary Table S1:** List of abbreviations from Figure 6. Time point is indicated in hours after the start of the far-red light (FR) treatment. In the differentially expressed genes (DEG) column, it is indicated whether the genes were upregulated or downregulated following the FR treatment (adjusted p-value threshold of 0.05).

| Time Point | DEG           | Gene ID        | Gene Abbreviation | Gene Full Name                                 |
|------------|---------------|----------------|-------------------|------------------------------------------------|
| 24, 96     | Upregulated   | Solyc01g109390 | <i>SIDIR1</i>     | DEFECTIVE IN INDUCED RESISTANCE 1              |
| 24, 96     | Upregulated   | Solyc02g088100 | <i>EXPA5</i>      | Expansin precursor 5                           |
| 24         | Upregulated   | Solyc06g065630 | <i>ToFZY</i>      | YUCCA-like flavin monooxygenase                |
| 24, 96     | Upregulated   | Solyc09g090180 | <i>TMF</i>        | Terminating flowering                          |
| 48         | Upregulated   | Solyc02g089420 | <i>SIHDG7</i>     | Homeodomain glabrous 7                         |
| 48         | Upregulated   | Solyc02g094860 | <i>SICYP735A1</i> | Cytochrome P450 - Cytokinins biosynthetic gene |
| 48         | Upregulated   | Solyc03g006880 | <i>GA20OX1</i>    | Gibberellin-20-oxidase 1                       |
| 48         | Upregulated   | Solyc03g006880 | <i>GA2OX1</i>     | Gibberellin-2-oxidase 1                        |
| 48         | Upregulated   | Solyc04g077990 | <i>SILBD38</i>    | Lateral organ boundaries domain 38             |
| 96         | Downregulated | Solyc01g068410 | <i>SIPIN5</i>     | PIN-formed 5                                   |
| 96         | Upregulated   | Solyc01g111170 | <i>SICYP19</i>    | Cyclophilin19                                  |
| 96         | Upregulated   | Solyc03g120380 | <i>SIIAA19</i>    | Auxin/Indole Acetic Acid 19                    |
| 96         | Upregulated   | Solyc03g120450 | <i>PAD-1</i>      | Parental Advice-1 - Aminotransferase           |
| 96         | Downregulated | Solyc03g121270 | <i>SIAR3</i>      | IAA-Ala Resistant 3                            |
| 96         | Downregulated | Solyc04g080820 | <i>CKX4</i>       | Cytokinins oxidase 4                           |
| 96         | Upregulated   | Solyc05g008060 | <i>SIPIN4</i>     | PIN-formed 4                                   |
| 96         | Downregulated | Solyc07g061730 | <i>GA2OX5</i>     | Gibberellin-2-oxidase 5                        |
| 96         | Downregulated | Solyc08g061820 | <i>SISLOMO</i>    | Arabidopsis thaliana SLOW MOTION               |
| 96         | Downregulated | Solyc08g061920 | <i>CKX</i>        | Cytokinins oxidase                             |
| 96         | Upregulated   | Solyc10g086170 | <i>SIAMI1</i>     | Amidase 1 - indole-3-acetamide (IAM) pathway   |
| 96         | Downregulated | Solyc11g069500 | <i>SIARF10A</i>   | Auxin response factor 10A                      |
| 96         | Downregulated | Solyc12g042070 | <i>SIARF2</i>     | Auxin response factor 11                       |

**Supplementary Table S2:** List of abbreviations from Figure 7. The genes were upregulated in the fruit samples by far-red light (FR) application to the vegetative organs (adjusted p-value threshold of 0.05). Time point is indicated in hours after the start of the FR treatment.

| Time Point | DEG         | Gene ID        | Gene Abbreviation        | Gene Full Name                                                            |
|------------|-------------|----------------|--------------------------|---------------------------------------------------------------------------|
| 96         | Upregulated | Solyc04g011350 | <i>2-OGDH</i>            | 2-oxoglutarate dehydrogenase                                              |
| 96         | Upregulated | Solyc01g109790 | <i>AGPase L1</i>         | Glucose-1-phosphate<br>adenylyltransferase Long subunit 1                 |
| 96         | Upregulated | Solyc07g056140 | <i>AGPase S1</i>         | Glucose-1-phosphate<br>adenylyltransferase Short subunit 1                |
| 96         | Upregulated | Solyc09g009020 | <i>ER28</i>              | Enolase                                                                   |
| 96         | Upregulated | Solyc04g009030 | <i>GAPDH</i>             | Glyceraldehyde-3-phosphate<br>dehydrogenase                               |
| 96         | Upregulated | Solyc04g082630 | <i>GAPDH</i>             | Glyceraldehyde-3-phosphate<br>dehydrogenase                               |
| 96         | Upregulated | Solyc06g071920 | <i>GAPDH</i>             | Glyceraldehyde-3-phosphate<br>dehydrogenase                               |
| 96         | Upregulated | Solyc05g014470 | <i>GAPDH</i>             | Glyceraldehyde-3-phosphate<br>dehydrogenase                               |
| 96         | Upregulated | Solyc08g079080 | <i>LIN9</i>              | Lycopersicon esculentum invertase 9                                       |
| 96         | Upregulated | Solyc04g082880 | <i>PFP subunit<br/>α</i> | Pyrophosphate--fructose 6-phosphate<br>1-phosphotransferase subunit alpha |
| 96         | Upregulated | Solyc02g081160 | <i>PFP subunit<br/>β</i> | Pyrophosphate--fructose 6-phosphate<br>1-phosphotransferase subunit beta  |
| 96         | Upregulated | Solyc01g007910 | <i>SCOA1</i>             | Succinate--CoA ligase subunit alpha 1                                     |
| 96         | Upregulated | Solyc06g083790 | <i>SCOB</i>              | Succinate--CoA ligase subunit beta                                        |
| 96         | Upregulated | Solyc02g091880 | <i>SICOX6A</i>           | Cytochrome c oxidase subunit 6a                                           |
| 96         | Upregulated | Solyc04g074550 | <i>SICOX6B</i>           | Cytochrome c oxidase subunit 6b                                           |
| 96         | Upregulated | Solyc02g062340 | <i>SIFBA2</i>            | Fructose-bisphosphate aldolase 2                                          |
| 96         | Upregulated | Solyc09g075450 | <i>SIFUM1</i>            | fumarase 1                                                                |
| 96         | Upregulated | Solyc08g083320 | <i>SIGBSS1</i>           | Starch synthase                                                           |
| 96         | Upregulated | Solyc03g121070 | <i>SIHKK1</i>            | Hexokinase 1                                                              |
| 96         | Upregulated | Solyc03g115990 | <i>SIMDH</i>             | malate dehydrogenase                                                      |
| 96         | Upregulated | Solyc08g066100 | <i>SIPFK3</i>            | ATP-dependent 6-phosphofructokinase<br>3                                  |
| 96         | Upregulated | Solyc07g066600 | <i>SIPGK</i>             | Phosphoglycerate kinase                                                   |
| 96         | Upregulated | Solyc03g083090 | <i>SISS1</i>             | Starch synthase 1                                                         |
| 96         | Upregulated | Solyc04g011510 | <i>SITPI</i>             | Triosephosphate isomerase                                                 |
| 96         | Upregulated | Solyc02g093680 | <i>SUCDH</i>             | Succinate dehydrogenase                                                   |
| 96         | Upregulated | Solyc12g009300 | <i>SUS1</i>              | Sucrose synthase 1                                                        |
| 96         | Upregulated | Solyc07g042550 | <i>SUS3</i>              | Sucrose synthase 3                                                        |

**Supplementary Table S3:** Mineral composition of standard nutrient solution for tomato fertigation.

| Mineral composition       | Dose               |
|---------------------------|--------------------|
| $\text{NH}_4^+$           | 1.2 mM             |
| $\text{K}^+$              | 11.0 mM            |
| $\text{Ca}^{2+}$          | 6.3 mM             |
| $\text{Mg}^{2+}$          | 2.8 mM             |
| $\text{NO}_3^-$           | 18.4 mM            |
| $\text{SO}_4^{2-}$        | 5.1 mM             |
| $\text{PO}_4^{2-}$        | 1.7 $\mu\text{M}$  |
| $\text{Fe}^{3+}$          | 25.0 $\mu\text{M}$ |
| $\text{Mn}^{2+}$          | 10.0 $\mu\text{M}$ |
| $\text{Zn}^{2+}$          | 5.0 $\mu\text{M}$  |
| $\text{H}_2\text{BO}_3^-$ | 30.0 $\mu\text{M}$ |
| $\text{Cu}^{2+}$          | 0.8 $\mu\text{M}$  |
| $\text{MoO}_4^{2-}$       | 0.5 $\mu\text{M}$  |

## Supplementary Methodology

### Supplementary method S1. Carbohydrate extraction and quantification

15 mg of freeze-dried fruit tissue is weighed into a 12 mL centrifuge tube, and the precise weight is recorded. Ethanol extraction is performed by adding 5 mL of 80% ethanol to each sample. The tubes are vortexed before being incubated in a shaking water bath at 80°C for 20 minutes. After incubation, the samples are vortexed again.

Centrifugation follows at 8,500 rcf and 4°C for 5 minutes. 1 mL of the resulting supernatant is then transferred to 1.5 mL Eppendorf tubes for soluble sugars quantification, while the centrifuge tube with the remaining sample will be used for starch quantification.

#### Soluble sugars extraction:

The supernatant in the Eppendorf tube is dried using a Savant SpeedVac rotary evaporator for 2 hours (SPD2010, Thermo Fisher Scientific, Waltham, MA, USA). At the end of the drying step, 1 mL of MilliQ water is added to each sample, followed by vortexing. The samples undergo 10 minutes of sonication before being centrifuged at maximum speed and 4°C for 10 minutes. Samples were diluted with MilliQ water at a 20x ratio for immature green fruits in Expt. 2 and a 50x ratio for ripe fruits in Expt. 1, and sucrose, fructose, and glucose are quantified.

#### Starch extraction:

The remaining supernatant present in the centrifuge tube is discarded, while the pellet undergoes a wash step.

Wash step: 3 ml of ethanol 80% are added to the pellet in the centrifuge tube, mixed well by vortexing, and then centrifuged at 8,500 rcf and 4°C for 5 min. Supernatant is discarded, and the wash step is repeated for a total of 3 times.

The pellet is dried using a Savant SpeedVac rotary evaporator for at least 20 minutes.

Two empty tubes are added to the sample tubes for blank determination. 2 mL of alpha-amylase solution (1 mg/mL alpha-amylase Rohalase in MilliQ water) is added to each tube. The tubes are vortexed before being incubated in a shaking water bath at 90°C for 30 minutes.

1 mL of amyloglucosidase (0.5 mg/mL in 50 mM citrate buffer, pH = 4.6) is added to each tube. The tubes are vortexed before being incubated in a shaking water bath at 60°C for 10 minutes.

Centrifugation follows at 8,800 rcf and ambient temperature for 5 minutes. 1 mL of the resulting supernatant is then transferred to 1.5 mL Eppendorf tubes and centrifuged at maximum speed and ambient temperature for 15 minutes. Before analysis, samples are diluted with MilliQ water at a 50x ratio, and degraded starch is quantified as glucose.

#### Carbohydrate quantification:

Carbohydrate quantification is carried out using a high-performance ion chromatograph (ICS-5000, Thermo Fisher Scientific) equipped with an anion exchange CarboPac PA1 column (250 mm) at 25°C. The eluent consists of 100 nM NaOH at a flow rate of 0.25 mL/min. Detection is performed using pulsed amperometry, and chromatogram analysis, along with sugar concentration quantification, is conducted using Chromeleon software (Thermo Fisher Scientific).

## **Supplementary method S2.** Pipeline for analysis of RNA sequencing data

Raw reads were filtered using SOAPnuke (software version 1.5.6, [GitHub - SOAPnuke](#)), removing low-quality reads, reads containing adapters, and reads with unknown base content greater than 0.1%. Clean reads were aligned to the reference tomato genome ITAG4.0 using Bowtie2 (software version 2.5.0, [Bowtie 2](#)). 

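RSEM estimates how many reads came from each gene and, where a read matches several transcripts, divides it among them by their estimated abundance, so that a gene's value need not be a whole number. A gene whose reads also match other transcripts therefore carries the uncertainty of this division. DESeq2 takes whole numbers. In the part of Supplementary Dataset S2 used here (1998 of its 34075 genes, 48 libraries), 4052 values were not whole. All 4052 equal the deposited values after rounding to the nearest whole number. DESeq2 and edgeR both scale the libraries to a common size, estimate how much a gene varies between replicates and adjust the P-values over the genes kept. They differ in the scaling and in the genes kept, since DESeq2 applies filters of its own before the adjustment. They also differ in how the spread of a gene is handled. DESeq2 tests with a point estimate of it, and edgeR's quasi-likelihood test also takes the uncertainty of that estimate into account.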

Gene expression quantification was carried out using RSEM (software version 1.3.1, [GitHub - RSEM](#)), and differentially expressed genes were identified using DESeq2 (software version 1.40.2, [Bioconductor - DESeq2](#)) and an adjusted p-value (Benjamini-Hochberg q-value) threshold of 0.05. Gene Ontology (GO) enrichment analysis of the differentially expressed gene set was carried out using Fisher's exact test implemented in PANTHER (version 19.0, [PANTHER](#)) and an adjusted p-value (Benjamini-Hochberg q-value) threshold of 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

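Gene expression was measured by RNA sequencing in leaves and fruits of tomato plants under Leaf FR and No FR at 0, 6, 12, 24, 48 and 96 h after the start of the FR treatment. The fruits were 10 days past anthesis at 0 h and 14 days at 96 h. The samples of 0, 24, 48 and 96 h were taken 4 h into the photoperiod, those of 6 h at 10 h and those of 12 h at 16 h. Of the 24 groups, 23 had 4 libraries, and leaves under Leaf FR at 12 h had 3. Condition and replicate of each library were taken from the sample labels.

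The authors filtered the reads with SOAPnuke, aligned them to the reference ITAG4.0 with Bowtie2 and estimated the reads of each gene with RSEM. The deposited expected counts are whole numbers for 34075 genes, of which 27385 had at least 1 count in a library, and they were used without further rounding. In the part of Supplementary Dataset S2 that was used here (1998 of 34075 genes, 48 libraries), 4052 of 95904 values were not whole, and all 4052 equalled the deposited ones after rounding to the nearest whole number, against 2123 after rounding up. The authors also deposited a table of normalized counts rounded to whole numbers, handled here as a score, which was used only to read the size factor the authors gave each library, as the ratio of both tables over genes with more than 2000 counts.

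Libraries of the same organ, treatment and time point were compared pair by pair for double deposition. The lowest chi-square per degree of freedom over the 141 pairs was 5.59 (median 31.6), so that no pair differed by less than the sampling noise. Library totals lay between 14769415 and 17957406 counts, and 20915 ± 278 genes had at least 1 count per leaf library (SD, n = 47) and 21675 ± 172 per fruit library (SD, n = 48).

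The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM normalization, run on the libraries of 1 organ and time point, Leaf FR against No FR, over the genes with at least 10 counts in at least 3 of the compared libraries. P-values were adjusted by the Benjamini-Hochberg method, and the threshold was 0.05. The standard error of a Log2FC was its size divided by the square root of the F value. Changes of the light response between time points or organs were tested as interactions, in fits over the libraries of both groups. With 4 against 4 libraries there are 35 splits of the libraries, and each comparison was repeated on all of them. For each interaction, 100 permutations of the light labels were drawn, the real one included. Single measures such as scores were compared by exact two-sided permutation tests over the 70 regroupings of 4 against 4 libraries, which allow no P-value under 0.0286.

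Genes named in the text are those with an ID in Tables S1 and S2 and Fig. 6 and, in leaves at 6 h and fruits at 96 h, the 5 with the largest rise and the 5 with the largest fall among genes past the threshold whose treatments did not overlap. In fruits at 96 h only 2 downregulated genes met this rule. Genes named outside the rule are marked as such. The leaf response score is the mean log2 CPM (prior count 2) of the upregulated minus that of the downregulated leaf DEGs of 6 h. The shares of DEGs of 6 h with the same direction elsewhere were set against 1000 random gene lists matched in 20 bins of mean expression. Genes were drawn singly, so the lists do not carry the joint variation of co-regulated genes and may spread too little. The developmental score of fruits is the mean log2 CPM of genes rising minus that of genes falling from 0 to 48 h in No FR fruits.

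The alternatives were the DESeq2 Wald test (DESeq2 1.42.0), the size factors of DESeq2 or of the authors in edgeR, no filter on low counts, robust dispersion estimates, the replicate number as a block, one fit over all time points of an organ, and each replicate left out in turn. They were set before the data were examined, together with the comparisons, the threshold and the rule for named genes. The alternatives for the DEGs with a Log2FC above 1 or below −1, the replicates left out in the DESeq2 test and those left out of the developmental score were added after seeing the data. Rounding up in place of to the nearest whole number, planned as well, was not run because the deposited counts are whole.

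The tests were first run on simulated counts with the means, library sizes and spread of leaves at 6 h and fruits at 96 h, with 200 genes changed 2-fold or 4-fold. In leaves edgeR called 47% of the changed genes (15% of those changed 2-fold and 79% of those changed 4-fold, 18085 genes) and DESeq2 72%. In fruits edgeR called 92% (87% and 97%, 18438 genes) and DESeq2 96%. The share of unchanged genes among the calls was 2.08% in leaves and 4.17% in fruits for edgeR, and 30.1% and 16.2% for DESeq2. The interaction test called 30% of the changed genes in leaves (3% of those changed 2-fold and 57% of those changed 4-fold) and 82.5% in fruits (72% and 93%). The spread was simulated from edgeR's estimates. These shares hold for 200 genes with changes of this size and could differ with more genes or smaller changes.

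RSEM divides reads among genes of near-identical sequence, so the values of members of a gene family carry an uncertainty that the counts do not show. The deposited data pair no gene ID with a name. Names come from the paper's tables and figures. Gene set tests, gene coordinates and genes that the paper names without an ID there were not analysed here. The measurements of growth, sugars, hormones and light were not analysed here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.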

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

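The tests in this part were chosen before their results were seen, apart from the choice of the genes and libraries, which followed from the values.

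In 3 of 103 groups of 4 libraries, a library measure of 1 library lay far from the other 3 (gap to the nearest library divided by the range, above Dixon's critical value for 4 samples). These were the share of counts in the 50 most abundant genes of No FR replicate 1 in fruits at 0 h (gap 0.851; 13.8% against 14.8% to 14.9%), and the authors' size factors of No FR replicate 1 in leaves at 0 h (gap 0.853; 0.657 against 0.718 to 0.729) and of No FR replicate 2 in fruits at 48 h (gap 0.928; 1.20 against 1.31 to 1.32). By chance 5.15 of 103 groups would stand out in this way, so that the number gives no reason to set these libraries apart. No biological explanation was tested.

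Among the named genes, 10 of 186 groups had such a library, against 9.3 by chance. Fruits at 96 h gave EXPA5 in No FR replicate 1 (gap 0.926; 330.6 against 381 to 385 CPM), SlCYP19 in No FR replicate 2 (gap 0.848), SlPIN4 in No FR replicate 3 (gap 0.967; 118 against 129 to 129.8 CPM), CKX in Leaf FR replicate 2 (gap 0.844; 10.95 against 3.90 to 5.00 CPM), a cysteine proteinase gene in Leaf FR replicate 1 (gap 0.927; 80.2 against 156 to 162 CPM), zeatin O-glucosyltransferase B in Leaf FR replicate 3 (gap 0.875; 41.5 against 22.5 to 24.8 CPM) and AGPase S1 in Leaf FR replicate 4 (gap 0.858; 844 against 771 to 781 CPM). The libraries concerned were 7 different ones. In leaves at 6 h, the No FR libraries of Solyc05g008240 (gap 1), Solyc01g110180 (gap 0.964) and Solyc05g053530 (gap 0.964) stood out only because each held 0 or 1 count of the gene. CKX is the one case that involves Leaf FR replicate 2 of the fruits at 96 h, the library on which the number of edgeR DEGs rests.

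The light response differed between groups in 3 of the 5 interactions tested with edgeR. Between 6 and 0 h in leaves, 3 genes passed, and 4 of 100 label permutations, the real one included, gave as many (highest other 37 genes). Between 96 and 48 h in fruits, 1 gene passed, which 3 of 100 permutations reached (highest other 419 genes). Without Leaf FR replicate 2 of 96 h the number was 230. Between fruits and leaves at 96 h, 101 genes passed (highest other permutation 78), which 1 of 100 permutations, the real one itself, reached. Leaving out single libraries moved the latter number between 31 and 295, the highest without Leaf FR replicate 2 of the leaves. Leaves were exposed to FR and fruits were not, so that organ and exposure coincide in this comparison. Its labels were permuted separately in leaves and fruits, without regard to plants that both organs may share. In the other 2 interactions 0 genes passed (853 between 6 and 12 h in leaves and 1662 between 96 and 0 h in fruits at an unadjusted P-value under 0.05), which all 100 of the 100 permutations reached by definition.

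CKX4, which the paper discusses for fruits only, rose in leaves at 96 h with a Log2FC of 4.08 (171 ± 55.9 CPM under Leaf FR and 10.1 ± 3.53 under No FR, SD, n = 4 each; edgeR adjusted P-value 0.00257, and between 0.00136 and 0.0225 with each replicate left out). In fruits it fell, and the interaction had a difference of Log2FC of −5.59 (standard error 0.47, edgeR adjusted P-value 1.90e-05). All 4 libraries of each treatment lay apart in both organs. The highest adjusted P-value of the interaction with 1 library left out was 1.48e-04 and the highest under the other scalings of the libraries 2.04e-05, so that neither 1 library nor the scaling explains the opposite directions. Reads shared with other cytokinin oxidase genes were not tested and remain open, as does the biological difference between a leaf exposed to FR and a fruit that was not. Of 61 named genes, 2 passed the threshold of this interaction, both with opposite directions in leaves and fruits. The other was zeatin O-glucosyltransferase B (difference −3.52, edgeR adjusted P-value 0.0312, up to 0.0853 with 1 library left out).

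SlPIN4 and zeatin O-glucosyltransferase B are likewise discussed for fruits and changed in leaves at 6 h. SlPIN4 had a Log2FC of 2.16 (285 ± 55.1 CPM under Leaf FR and 63.8 ± 22.7 under No FR, SD, n = 4 each; edgeR adjusted P-value 0.0226, alternatives between 5.29e-11 and 0.100). Zeatin O-glucosyltransferase B (Solyc05g053400) had a Log2FC of 2.77 (14.5 ± 6.27 CPM under Leaf FR and 2.12 ± 1.06 under No FR, SD, n = 4 each; edgeR adjusted P-value 0.0493, alternatives between 2.00e-07 and 0.168). In both genes all Leaf FR libraries lay above all No FR libraries. Of all 35 splits of the 8 leaf libraries of 6 h, the real one gave the most edgeR DEGs (1 of 35 splits with as many). By DESeq2, 3 of 35 splits gave as many (highest other 2160 against 506). By unadjusted P-values under 0.05 in edgeR, 9 of 35 did (highest other 4204 against 1610). Reads shared between related genes were not tested.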

How the results depend on the processing

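The alternatives named here were set before the data were examined, except the versions of the DEGs with a Log2FC above 1 or below −1, the replicates left out in the DESeq2 test and those left out of the developmental score, which were chosen after seeing the data. The planned rounding of the counts up instead of to the nearest whole number was not run, because the deposited counts are whole and every value of Supplementary Dataset S2 that was not whole, in the part used here, equals them after rounding to the nearest (4052 of 4052, against 2123 after rounding up).

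With the DESeq2 Wald test in place of edgeR's quasi-likelihood test, the number of leaf DEGs went from 0 to 21 at 0 h, from 66 to 506 at 6 h, from 1 to 21 at 12 h, from 33 to 258 at 24 h, from 14 to 247 at 48 h and from 46 to 434 at 96 h. In fruits it went from 0 to 1 at 0 h and at 12 h, to 6 at 24 h and to 16 at 48 h, a sum of 24 before the last time point, and from 8 to 1053 at 96 h. The DEGs with a Log2FC above 1 or below −1 numbered 19, 366, 19, 186, 123 and 224 in leaves from 0 to 96 h and 197 in fruits at 96 h. The interactions rose to 147 genes between 6 and 0 h in leaves, 5 between 6 and 12 h, 45 between 96 and 0 h in fruits, 161 between 96 and 48 h and 575 between fruits and leaves at 96 h. Of the entries of Table S1 22 were called, and of the genes of Table S2 27. Among the leaf DEGs of 6 h, the share with the same direction was 53.1% in leaves at 0 h, no longer past the threshold against random lists, 55.8% in fruits at 24 h, now past it, and 50.0% in fruits at 96 h, no longer past it. The cause of these differences between the tools was tested only in part, with simulated counts.

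In one edgeR fit over all time points of an organ, leaf DEGs numbered 160 at 6 h, 21 at 12 h, 88 at 24 h, 33 at 48 h and 131 at 96 h, and fruit DEGs 512 at 96 h. With a Log2FC above 1 or below −1 there were 126, 20, 71, 27 and 103 in leaves and 92 in fruits at 96 h. This fit called 10 entries of Table S1 and 13 genes of Table S2. The share of its leaf DEGs of 6 h with the same direction was 52.5% in leaves at 0 h, no longer past the threshold, and 59.2% in fruits at 6 h, now past it. In fruits at 96 h it was 47.2% (58.8% in the fit of each time point alone), about the median of the random lists (47.9%). The fit uses more libraries to estimate the spread. Whether that is the cause was not tested.

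Over all comparisons, the numbers of replicates did not pair the libraries. The deviations of Leaf FR and No FR libraries with the same number from their group means had a mean correlation of −0.01 over 47 pairs, against 0.00 for other numbers, and in 0 of 12 comparisons were all pairs above 0.1. The highest mean was in leaves at 6 h, 0.332 over 4 pairs (0.013 to 0.524), against −0.103 for other numbers. With the replicate number as a block, leaf DEGs numbered 199 at 6 h, 0 at 12 h, 19 at 24 h, 3 at 48 h and 17 at 96 h, and fruit DEGs 1 at 6 h, which is also the sum before the last time point, and 3 at 96 h, of which 33.3% had a Log2FC between −1 and 1. The DEGs with a Log2FC above 1 or below −1 were 157, 0, 19, 3 and 17 in leaves and 2 in fruits. The interactions with the block were 7 genes between 6 and 0 h in leaves, 0 between 96 and 48 h in fruits and 42 between fruits and leaves at 96 h. In leaves at 24 h, 8 genes were upregulated and 11 downregulated with the block, against 26 and 7 without it.

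Other alternatives moved little. With the robust dispersion, 100% of the fruit DEGs of 96 h had a Log2FC between −1 and 1 and 0 lay outside that range, against 1 in the unchanged fit. With DESeq2's size factors in edgeR and with the authors' size factors 2 lay outside. The authors' size factors left 6 upregulated and 0 downregulated fruit DEGs at 96 h, against 6 and 2. Without the filter on low counts, the share of leaf DEGs of 6 h with the same direction was 56.9% in leaves at 0 h and 52.4% in fruits at 96 h, both no longer past the threshold. The causes were not tested.

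The difference of the developmental score between the treatments in fruits at 96 h reversed from 0.31 to −0.16 with an axis from 0 to 24 h and to −0.18 with all genes weighted by their Log2FC. In none of these versions did the exact permutation P-value pass 0.05 (from 0.114 to 0.743, 4 against 4 libraries). With a library left out it lay between 0.17 and 0.51.

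With each replicate left out in turn, edgeR's DEGs ranged from 5 (without No FR replicate 1) to 126 (without No FR replicate 4) in leaves at 6 h, from 0 to 3 (without No FR replicate 2) at 12 h, from 10 (without No FR replicate 2) to 82 (without No FR replicate 3) at 24 h, from 4 (without Leaf FR replicate 1) to 16 at 48 h and from 15 (without No FR replicate 4) to 83 (without Leaf FR replicate 2) at 96 h. The fruit DEGs of 96 h ranged from 1 (without No FR replicate 1) to 946 (without Leaf FR replicate 2). With a Log2FC above 1 or below −1 the ranges were 5 to 120, 0 to 3, 10 to 80, 4 to 16 and 15 to 75 in leaves and 0 to 395 in fruits at 96 h, with the extremes at the same libraries. The share of fruit DEGs of 96 h with a Log2FC between −1 and 1 ranged from 50% (without Leaf FR replicate 3) to 100%. Called entries of Table S1 ranged from 0 to 11 and genes of Table S2 from 0 to 17, in both cases highest without Leaf FR replicate 2. The interactions ranged from 0 to 24 genes between 6 and 0 h in leaves (highest without Leaf FR replicate 2 of 6 h), from 0 to 58 between 96 and 0 h and from 0 to 230 between 96 and 48 h in fruits (both highest without Leaf FR replicate 2 of 96 h), and from 31 to 295 between fruits and leaves at 96 h (highest without Leaf FR replicate 2 of the leaves). In the fits that left out a replicate, the edgeR numbers remained 0 in leaves at 0 h, in fruits from 0 to 48 h and for the interaction of 6 and 12 h.

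The DESeq2 numbers changed with single libraries as well. They ranged in leaves from 1 (without No FR replicate 2) to 54 (without No FR replicate 3) at 0 h, from 238 (without No FR replicate 1) to 910 (without No FR replicate 4) at 6 h, from 14 (without Leaf FR replicate 1) to 37 (without No FR replicate 3) at 12 h, from 131 (without Leaf FR replicate 3) to 429 (without No FR replicate 3) at 24 h, from 95 (without Leaf FR replicate 4) to 365 (without Leaf FR replicate 2) at 48 h and from 206 (without No FR replicate 4) to 840 (without Leaf FR replicate 2) at 96 h. Fruit numbers ranged from 0 to 1 at 0 h, from 0 to 56 at 6 h and from 2 to 73 at 24 h (both highest without No FR replicate 2), from 0 to 13 (without No FR replicate 3) at 12 h, from 0 to 51 (without No FR replicate 4) at 48 h and from 373 (without Leaf FR replicate 4) to 1702 (without Leaf FR replicate 2) at 96 h. At 96 h in fruits 629 of the 1053 DESeq2 calls were among the 946 edgeR calls without Leaf FR replicate 2, and 962 among the 1702 DESeq2 calls without it.

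Of 82 values of single named genes, 17 were past the threshold in edgeR. Under at least 1 alternative, 61 moved past it and 16 fell behind it, and 0 changed direction. DESeq2 accounted for 61 of the former and one fit over all time points for 26. When adjusted over the list alone, all 27 genes of Table S2 and 24 of 24 entries of Table S1 were past the threshold in edgeR, and in the fits that left out 1 library at least 27 and 23.

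The depth was similar in leaves and fruits, with medians of 16319676 and 16836846 counts. In counts simulated at these depths, edgeR called 15% of the genes changed 2-fold and 79% of those changed 4-fold in leaves at 6 h, and 87% and 97% in fruits at 96 h, where the spread between replicates is smaller. DESeq2 called 54% and 90% in leaves, with 30.1% of its calls being unchanged genes, and 93% and 99% in fruits, with 16.2%.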

Differences from the paper's values

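In this part, the alternatives for the DEGs with a Log2FC above 1 or below −1 were chosen after seeing the data, and the others before. The paper's numbers of DEGs come from DESeq2, the main numbers here from edgeR's quasi-likelihood test. The paper reports 535 upregulated and 353 downregulated genes in fruits at 96 h, against 6 and 2 here. Before the last time point in fruits it reports 15, against 0 here (between 247 and 1391 genes had an unadjusted P-value under 0.05). With the DESeq2 Wald test, an alternative set before the data were examined and the test that the supplementary methods name, the numbers were 617, 436 and 24, the first 2 within 1.5 times the paper's and the third not.

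In leaves, Fig. 3b shows, read by eye, about 20 upregulated and about 2 downregulated genes at 0 h (0 and 0 here, 552 at an unadjusted P-value under 0.05), about 370 and about 100 at 6 h (58 and 8 here), about 25 and about 3 at 12 h (1 and 0 here, 230 at an unadjusted P-value under 0.05), about 130 and about 110 at 24 h (26 and 7 here), about 120 and about 90 at 48 h (14 and 0 here, 1325 at an unadjusted P-value under 0.05) and about 270 and about 110 at 96 h (45 and 1 here). With the DESeq2 Wald test the numbers were 18 and 3, 388 and 118, 21 and 0, 134 and 124, 135 and 112, and 300 and 134, all within 1.5 times the values read from the figure except the downregulated genes of 12 h.

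For DEGs with a Log2FC above 1 or below −1, Figure S4 shows, read by eye, about 20 upregulated genes in leaves at 0 h (0 here), about 290 upregulated and about 60 downregulated at 6 h (56 and 7 here), about 20 upregulated at 12 h (1 here), about 95 and about 85 at 24 h (26 and 7 here), about 70 and about 45 at 48 h (14 and 0 here), about 150 and about 55 at 96 h (43 and 1 here) and, in fruits at 96 h, about 35 and about 140 (1 and 0 here). With the DESeq2 Wald test, for these DEGs an alternative chosen after seeing the values, they were 18, 299 and 67, 19, 98 and 88, 73 and 50, 159 and 65, and in fruits 34 and 163, all within 1.5 times.

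Of these 27 values, 27 differed under the main test and 2 under the DESeq2 Wald test. Without Leaf FR replicate 2, 2 of the 27 no longer differed: 362 upregulated fruit genes at 96 h against the paper's 535, and, in a version chosen after seeing the values, 26 with a Log2FC above 1 against about 35 in Figure S4. In one edgeR fit over all time points, 243 downregulated fruit genes at 96 h did not differ from the paper's 353. None of the other alternatives set before the data were examined brought any of the 27 within 1.5 times.

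The paper lists the genes of Tables S1 and S2 as DEGs in fruits. By edgeR 0 of 24 entries of Table S1 and 0 of 27 genes of Table S2 had an adjusted P-value under 0.05 over all genes (24 and 27 at an unadjusted P-value under 0.05), while the DESeq2 Wald test called 22 and 27, edgeR without Leaf FR replicate 2 called 11 and 17, and one edgeR fit over all time points called 10 and 13. ToFZY at 24 h had an adjusted P-value of 0.972 by edgeR and 0.0439 by DESeq2. Of the 15 entries in Fig. 6, edgeR called 0 (13 at an unadjusted P-value under 0.05), and 3 without Leaf FR replicate 2, while DESeq2 called 13. The paper reports only 5 genes upregulated in fruits before 48 h. By edgeR there were 0. DESeq2 gave the same number as the paper, 5, all at 24 h.

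The paper states that a Log2FC between −1 and 1 was most frequent among the upregulated fruit genes. Here 83.3% of the 6 upregulated and 100% of the 2 downregulated edgeR DEGs lay in this range, 94.5% and 62.6% by the DESeq2 Wald test, and 92.8% and 36.8% by edgeR without Leaf FR replicate 2.

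The non-symbiotic hemoglobin gene (Solyc07g008240) is listed as downregulated in fruits at 48 h in Fig. 6. Its Log2FC here was 0.14 (standard error 0.18, edgeR adjusted P-value 0.860, Log2FC between 0.03 and 0.35 with each replicate left out). At 12 h, where the paper also lists it as downregulated, it was −0.90. No alternative that was run changed the direction at 48 h.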

Other observations

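Of the tests in this part, the splits by unadjusted P-values other than those of fruits at 96 h, the thinning of a fruit library and the leaving out of its libraries in pairs, the comparison of DESeq2 calls with simulated false calls as the whole difference, the coincidence of splits in leaves and fruits, the total count of a leaf library of 12 h, its exchange with another time point and its score against all leaves of one time of day, and both tests of the low number of DEGs at 12 h were chosen only after the result was seen.

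Every comparison was repeated on all 35 splits of its libraries into groups of the same sizes. In edgeR the real split was the only one with as many DEGs in leaves at 6 h (1 of 35; highest other split 28 genes) and at 96 h (1 of 35; highest other 3). As many DEGs came from 2 of 35 splits in leaves at 12 h, 2 at 24 h (highest other 71) and 3 at 48 h (highest other 2087), and from 2 of 35 in fruits at 96 h (highest other 63). In leaves at 0 h and in fruits from 0 to 48 h, where 0 genes passed (552 in leaves and between 247 and 1391 in fruits at an unadjusted P-value under 0.05), all 35 did. In DESeq2 the number of splits as large was 8 in leaves at 0 h, 3 at 6 h (highest other 2160), 12 at 12 h, 6 at 24 h, 4 at 48 h (highest other 3337) and 3 at 96 h (highest other 891), and 18, 35, 20, 15 and 8 in fruits from 0 to 48 h. For fruits at 96 h it was 1 (highest other 705 against 1053). By the number of genes with an unadjusted P-value under 0.05 in edgeR, fruits at 96 h again had 1 split as large (highest other 2807 against 3432), but leaves had 20 at 0 h, 9 at 6 h (highest other 4204 against 1610), 33 at 12 h, 11 at 24 h, 5 at 48 h and 4 at 96 h (highest other 2881 against 1999), and fruits 27, 24, 23, 14 and 6 from 0 to 48 h. By this measure the real split of the leaves was thus not the only one at 6 h or at 96 h. At each time point some other split of the leaf libraries thus gave more DESeq2 DEGs than the treatment. The one with most set 2 libraries of each treatment against the other 2 of each at 0, 6 and 48 h, but at 24 and 96 h it exchanged only 1 library and so keeps part of the difference between the treatments.

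The number of edgeR DEGs in fruits at 96 h rested on Leaf FR replicate 2, without which it rose from 8 to 946. Its total of 17651960 counts was the highest of the 8 libraries (others 16145714 to 17460468), which by the criterion set first would count as a difference in library size. With its counts thinned to 16485390, close to the median of the others (16485156), edgeR still called 8 genes, so that its total is not the cause. The share of counts in its 50 most abundant genes, 14.2%, lay within the range of the others (13.6% to 15.9%). Exchanging it with No FR replicate 3 gave 63 edgeR DEGs, more than the real split, but 705 against 1053 in DESeq2 and 2807 against 3432 genes with an unadjusted P-value under 0.05. Genes with an unadjusted P-value under 0.05 were then taken from fits that left out 1 library of each group, and the left-out libraries were placed between the group means of the others (0 for No FR, 1 for Leaf FR; median over the genes). Left out with Leaf FR replicate 2, the No FR libraries reached at most 0.324, below each of the other Leaf FR libraries when left out (0.847 to 1.16), which excludes a label exchanged with a No FR library. Leaf FR replicate 2 itself lay between the groups (0.417 to 0.485). Its developmental score of 4.55 cannot settle its stage, since the axis holds 1 gene. The leaf library with the same number had a leaf response score of 0.82, the lowest of the Leaf FR leaves of 96 h (0.82 to 2.53) and above the No FR leaves (−1.70 to −1.45), and the labels do not say whether a number marks a plant. A weaker response of this fruit and a sample mixed from both treatments are possible explanations that these tests leave open.

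DESeq2 called 1053 genes in fruits at 96 h and edgeR 8, and 99.2% of the DESeq2 calls were not made by edgeR. In counts simulated with the spread of these libraries, 16.2% of the DESeq2 calls were unchanged genes, more than the share of 1 in 10 set as the limit. In this simulation, false calls could account for part of such a difference and not for all of it. It changed only 200 of 18438 genes, each 2-fold or 4-fold. In the real fruits 3432 genes had an unadjusted P-value under 0.05 in edgeR, and 81.3% of the DESeq2 calls had a Log2FC between −1 and 1. The share of false calls depends on how many genes change and by how much. The 16.2% thus cannot be carried over to the 1053 calls, and their share of false calls remains open. The simulated spread came from edgeR's estimates, and a library that differs from its group, as Leaf FR replicate 2 does, was not simulated.

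The split of the libraries with most edgeR DEGs, other than the real one, was the same in leaves and fruits at 2 of the 5 time points with 4 libraries in each group. At 0 h it set No FR replicates 1 and 3 and Leaf FR replicates 1 and 4 against the rest, with 2690 genes in leaves and 1011 in fruits, before any difference in light. At 96 h it set No FR replicates 1, 2 and 4 and Leaf FR replicate 2 against the rest, with 3 genes in leaves and 63 in fruits. The exact one-sided binomial P-value of 0.00815 for a match at 2 or more of 5 time points takes the 34 other splits as equally likely, which they are not, since a split that exchanges 1 library for another keeps part of the difference between the treatments. A real match and coincidence thus cannot be told apart. The correlation of the deviations of leaf and fruit libraries with the same number was 0.07 on average, against −0.02 for other numbers. A factor shared by the leaf and the fruit of one number at these time points, such as the plant, its place or the order of sampling or sequencing, is a candidate explanation that remains open, and the labels give no batch with which to test it.

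In leaves at 12 h, No FR replicate 2 stood apart from its group. The authors' size factor was 0.736 (other No FR leaves of 12 h 0.992 to 1.30) and the share of counts in the 50 most abundant genes 28.9% (14.1% to 23.0%). Its total of 16241608 counts was the lowest of its group (others 16319676 to 16840696), but Leaf FR replicate 1 of 12 h, with 16118079 counts, had a size factor of 0.955, so that the total does not account for it. On an axis between 12 and 24 h set in Leaf FR leaves, its score was 1.62, outside the other No FR leaves of 12 h (−0.39 to 0.04) and below those of 24 h (2.01 to 2.28) and 96 h (1.89 to 2.32), but within those of 0 h (1.49 to 2.37) and 48 h (1.59 to 2.05), which were taken at the same time of day as those of 24 h. On this axis its expression was thus that of the time of day of 0, 24, 48 and 96 h and not that of 12 h. The No FR leaves of 6 h scored −0.14 to 0.25, so its score was not that of 6 h either. The paper reports that the harvest of each time point took only minutes, which argues against a different sampling time. The cause is not recorded in the labels. The lowest score among the No FR leaves of 0, 24, 48 and 96 h was 1.49, above the range of 12 h, so that none of them looks like a library of 12 h with which it was exchanged.

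The low number of leaf DEGs at 12 h was set against 2 technical explanations with the DESeq2 Wald test, which called 21 genes at 12 h. With 1 Leaf FR library fewer at 6 h, as at 12 h, it called between 278 and 612 genes at 6 h, which excludes the missing library as the whole cause of the difference in DESeq2. Without No FR replicate 2 it called 35 genes at 12 h, which excludes that library as the whole cause there. In edgeR the margin was small: without Leaf FR replicates 1, 2, 3 and 4 the number at 6 h went from 66 to 8, 108, 10 and 8, against 1 at 12 h and 3 without No FR replicate 2. A missing library may thus account for most of the difference between the edgeR numbers. The time of day, which the paper proposes, differs between 6 and 12 h together with the time under FR, and was not tested. The interaction between 6 and 12 h called 0 genes in edgeR (853 at an unadjusted P-value under 0.05) and 5 in DESeq2. In simulated leaf counts the edgeR interaction test called 3% of genes changed 2-fold, so its 0 cannot decide the question.

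One hypothesis was that the fruit response at 96 h is a shift in developmental stage. The developmental score differed by 0.31 between the treatments at 96 h (4.26 ± 0.40 under Leaf FR and 3.95 ± 0.36 under No FR, SD, n = 4 each; exact two-sided permutation P = 0.314). The axis from 0 to 48 h holds 1 gene past the threshold, and the other axes gave differences of −0.16 and −0.18, so that a shift in stage could neither be shown nor excluded.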
